# A deficiency in SUMOylation activity disrupts multiple pathways leading to neural tube and heart defects in *Xenopus* embryos

**DOI:** 10.1186/s12864-019-5773-3

**Published:** 2019-05-17

**Authors:** Michelle M. Bertke, Kyle M. Dubiak, Laura Cronin, Erliang Zeng, Paul W. Huber

**Keywords:** SUMO, Heart development, Neural tube development, Congenital birth defects, Non-canonical Wnt signaling, Planar cell polarity

## Abstract

**Background:**

Adenovirus protein, Gam1, triggers the proteolytic destruction of the E1 SUMO-activating enzyme. Microinjection of an empirically determined amount of Gam1 mRNA into one-cell *Xenopus* embryos can reduce SUMOylation activity to undetectable, but nonlethal, levels, enabling an examination of the role of this post-translational modification during early vertebrate development.

**Results:**

We find that SUMOylation-deficient embryos consistently exhibit defects in neural tube and heart development. We have measured differences in gene expression between control and embryos injected with Gam1 mRNA at three developmental stages: early gastrula (immediately following the initiation of zygotic transcription), late gastrula (completion of the formation of the three primary germ layers), and early neurula (appearance of the neural plate). Although changes in gene expression are widespread and can be linked to many biological processes, three pathways, non-canonical Wnt/PCP, snail/twist, and Ets-1, are especially sensitive to the loss of SUMOylation activity and can largely account for the predominant phenotypes of Gam1 embryos. SUMOylation appears to generate different pools of a given transcription factor having different specificities with this post-translational modification involved in the regulation of more complex, as opposed to housekeeping, processes.

**Conclusions:**

We have identified changes in gene expression that underlie the neural tube and heart phenotypes resulting from depressed SUMOylation activity. Notably, these developmental defects correspond to the two most frequently occurring congenital birth defects in humans, strongly suggesting that perturbation of SUMOylation, either globally or of a specific protein, may frequently be the origin of these pathologies.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5773-3) contains supplementary material, which is available to authorized users.

## Background

Post-translational modification by small ubiquitin-like modifier (SUMO) has emerged as a global mechanism for the regulation of protein activity, stability, and localization [1–5]. Its integration into other types of protein modification, such as phosphorylation, acetylation, and ubiquination, allows for coordinated control of diverse biological processes. Although the SUMO (E2) conjugating enzyme is capable of acting directly on target proteins, in the majority of cases a sizable family of SUMO (E3) ligases determine substrate specificity. The SENP family of proteases, likewise exhibiting different specificities, acts to remove SUMO moieties so that the modification is reversible and can be tightly regulated.

The steady-state level of SUMOylated protein in any given instance is typically low and has been referred to as the “SUMO enigma” [6]. This has made detection of SUMO-modified proteins difficult. Nonetheless, a strategy that employed the expression of epitope-tagged SUMO2 in human cells combined with flow cytometry enabled the identification of more than 1600 proteins conjugated to this SUMO isoform [4]. Similar to earlier studies with yeast cells [5, 7], SUMO modification in this case was mostly limited to nuclear proteins or those that are nucleocytoplasmic. This is consistent with the large number of transcription factors, RNA binding proteins, chromatin associated proteins, and cell cycle regulators that are documented targets of SUMOylation [8, 9]. In *Xenopus* egg extract, a large number of SUMOylated proteins are associated with chromatin [10]. However, a bioinformatic analysis of this proteomic data revealed that an appreciable number (39.5%) of the identified SUMOylated proteins were linked to metabolic processes and translation, indicating the importance of this post-translational modification in cytoplasmic processes as well.

The importance and scope of SUMOylation during early development has been difficult to ascertain, since complete elimination of this activity is embryonic lethal [2, 8, 11–13]. From yeast to vertebrates, the essential role of SUMOylation in mitotic processes has defeated approaches that have knocked out this pathway by elimination of the sole E2 conjugating enzyme. Strategies that have eliminated only one of the SUMO isoforms have resulted in less severe phenotypes in the case of SUMO1 [14–16], but embryonic lethal phenotypes in the case of SUMO2 [17]. Gene knockout or other methods of gene inactivation that target other components of the SUMOylation machinery (i.e.*,* E3 ligases and SENP proteases) result in a variety of phenotypes [11].

A means to diminish, but not eliminate, SUMOylation activity would enable an assessment of the pathway’s importance and ubiquity during early development. The avian adenovirus protein, Gam1, binds to the SAE1 subunit of the E1 SUMO-activating enzyme and triggers its proteolytic degradation [18, 19], and injection of mRNA encoding Gam1 into *Xenopus* embryos reduces SUMOylation activity to undetectable levels [20]. Here, we have used Gam1 in order to measure changes in gene expression in SUMOylation-deficient embryos at three developmental stages, early gastrula, late gastrula, and early neurula using microarray technology, which can analyze the activity of approximately 30,000 genes. The data show that SUMOylation impacts many disparate biological processes; nonetheless, certain signaling pathways appear to be particularly sensitive to depletion of this activity and can be correlated with the predominant phenotypes of these embryos that include failure of blastopore and neural tube closure, shortened anterior-posterior (A-P) axis, and defective heart and eye development. Importantly, we show that disruptions in these pathways due to loss of this post-translational modification during the earliest periods of embryogenesis can elicit developmental deficits that correspond to the most frequently occurring human birth defects.

## Results and discussion

### Gam1 depletion of SUMOylation activity in Xenopus embryos

The adenovirus protein Gam1 triggers the proteolytic destruction of the SUMO E1 activating enzyme [18, 19], providing a strategic alternative to antisense methods, since the effect is immediate and eliminates both existing and de novo accumulation of the activating enzyme. We have reported that injection of mRNA encoding Gam1 into one-cell *Xenopus* embryos suppresses SUMOylation activity to undetectable levels in extract prepared from early neurula stage embryos [20]. In order to characterize the activity of Gam1 further, we measured the persistence of the protein during development. Fertilized eggs were injected with mRNA (0.5 ng) encoding myc-tagged Gam1; protein extract prepared from embryos at the designated developmental stage was analyzed by western blot. Gam1 protein is present by midblastula stage and reaches a maximum during early gastrula before declining during neurulation (Fig. 1a).

**Fig. 1:**
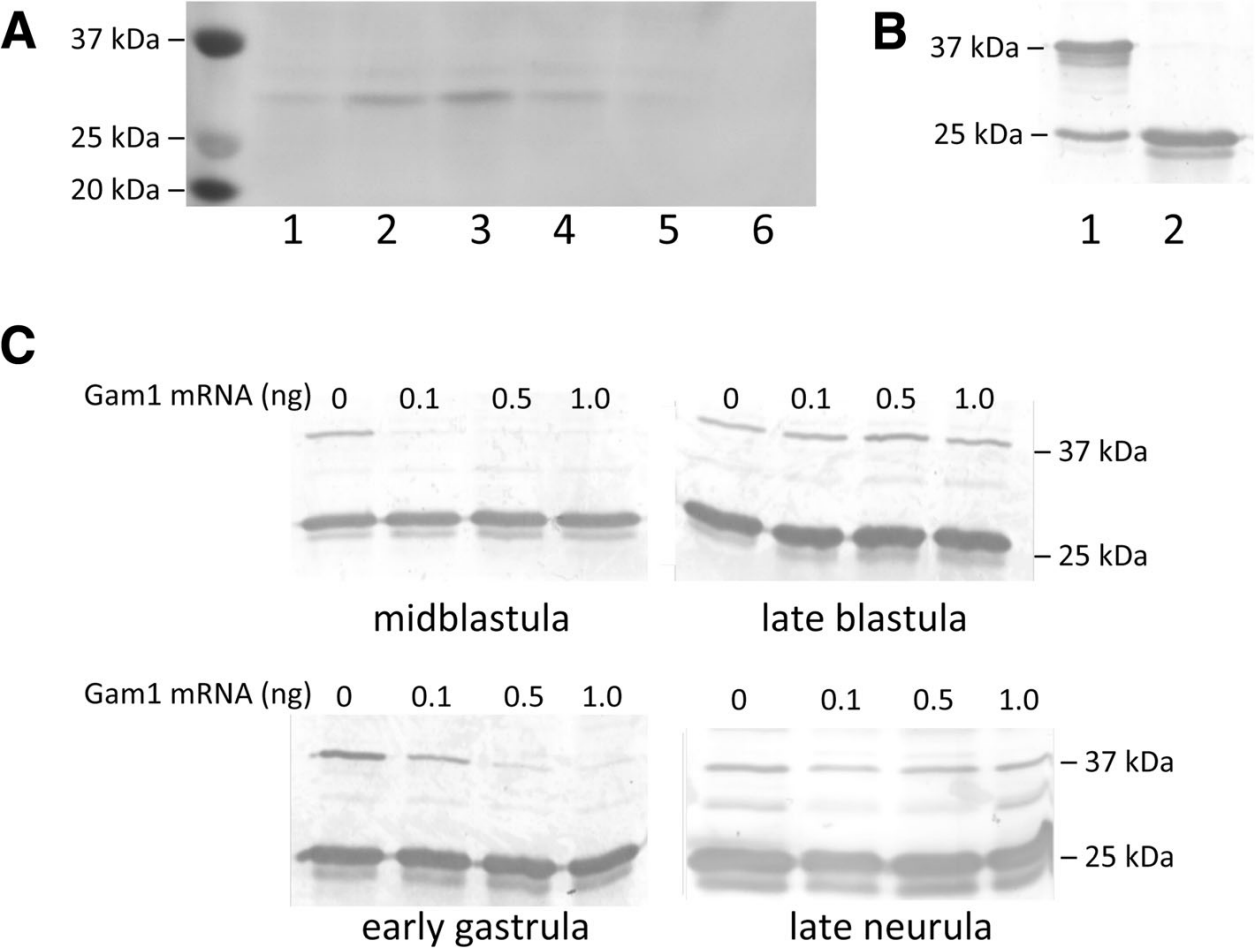
Depletion of SUMOylation activity in embryos injected with Gam1 mRNA. **a** Expression levels of Gam1 protein during embryogenesis. One-cell embryos were injected with mRNA (0.5 ng) encoding Gam1 with an N-terminal myc tag. Whole cell protein extract was prepared from embryos at the indicated Nieuwkoop–Faber stage and 25 μg taken for western blot analysis using anti-myc antibody. *Lanes:* 1, midblastula; 2, late blastula; 3, early gastrula; 4, early neurula; 5, late neurula; 6, water injected control. **b** In vitro SUMOylation assay. All assays contained Ubc9 (E2 enzyme), SUMO1, ATP, and substrate peptide (25 kDa) with (lane 1) or without (lane 2) purified E1 enzyme (500 nM) added. Samples were analyzed by western blot using an antibody specific for a 25 kDa SUMO substrate peptide. **c** Assays for E1 activity. One-cell embryos were injected with the indicated amount of Gam1 mRNA and allowed to develop to the indicated stage. Whole cell extract was prepared from 20 embryos and an equivalent amount of protein (25 μg) was used as a source of E1 enzyme for each assay

An in vitro assay containing E1, E2 (UBC9), SUMO1, and a 25 kDa substrate peptide was used to measure SUMOylation activity by western blot (Fig. 1b). The effect of different amounts of injected Gam1 mRNA on SUMOylation activity was determined at four stages of development using whole cell extract prepared from water or Gam1 injected embryos as a source of E1 enzyme in the in vitro assay (Fig. 1c). All three amounts of injected Gam1 mRNA effectively suppress SUMOylation activity at midblastula. However, at late blastula there is measureable SUMOylation activity in all samples, presumably due to the approximate 2-fold increase during mid- and late blastula in the mRNAs that encode the two subunits (SAE and UBA2) that comprise the E1 enzyme [21]. Suppression of SUMOylation activity is reestablished in early gastrula embryos (0.5 or 1 ng injected mRNA) that then persist until late neurula. The excellent correlation between the levels of Gam1 protein and suppression of E1 activity is in accord with other evidence that expression of the viral protein is an effective method to control the SUMO pathway [18, 19]. The transient appearance of SUMOylation activity at the midblastula transition (MBT) possibly accounts for the survival of these embryos. Injection of higher amounts (5 ng) of Gam1 mRNA is lethal with no survival of injected embryos beyond the gastrula-neurula transition (stage 13). A mutant form of Gam1 that cannot bind to the SAE1 subunit had no effect on viability when injected at the same amount. Based on these results, 0.5 ng of injected Gam1 mRNA was chosen for the subsequent experiments to examine the role of SUMOylation in developing embryos.

### Distinct phenotypes in SUMOylation deficient Xenopus embryos

Embryos injected with Gam1 mRNA develop normally up through late blastula compared to water injected or uninjected control embryos. One of the earliest phenotypes of Gam1 embryos is delayed or incomplete closure of the blastopore, which is a hallmark of gastrulation (Fig. 2a). In instances where closure is simply slowed, the embryo usually develops normally after this point. Embryos, in which the blastopore fails to close, do not develop normally and exhibit cascading effects that are apparent at the neurula stage of development. During neurulation, the neural tube forms due to convergent extension of the outermost layer of cells on the embryo [22, 23]. The posterior portion of the neural tube closes at or very near to the point of blastopore closure. Therefore, when the blastopore fails to close properly, the neural tube also fails to close properly and embryos display a *spina bifida* like phenotype at the late neurula stage. In the most extreme cases, embryos injected with Gam1 present completely open neural tubes with failure of the neural folds to fuse together along the entire A–P axis (Fig. 2b).

**Fig. 2:**
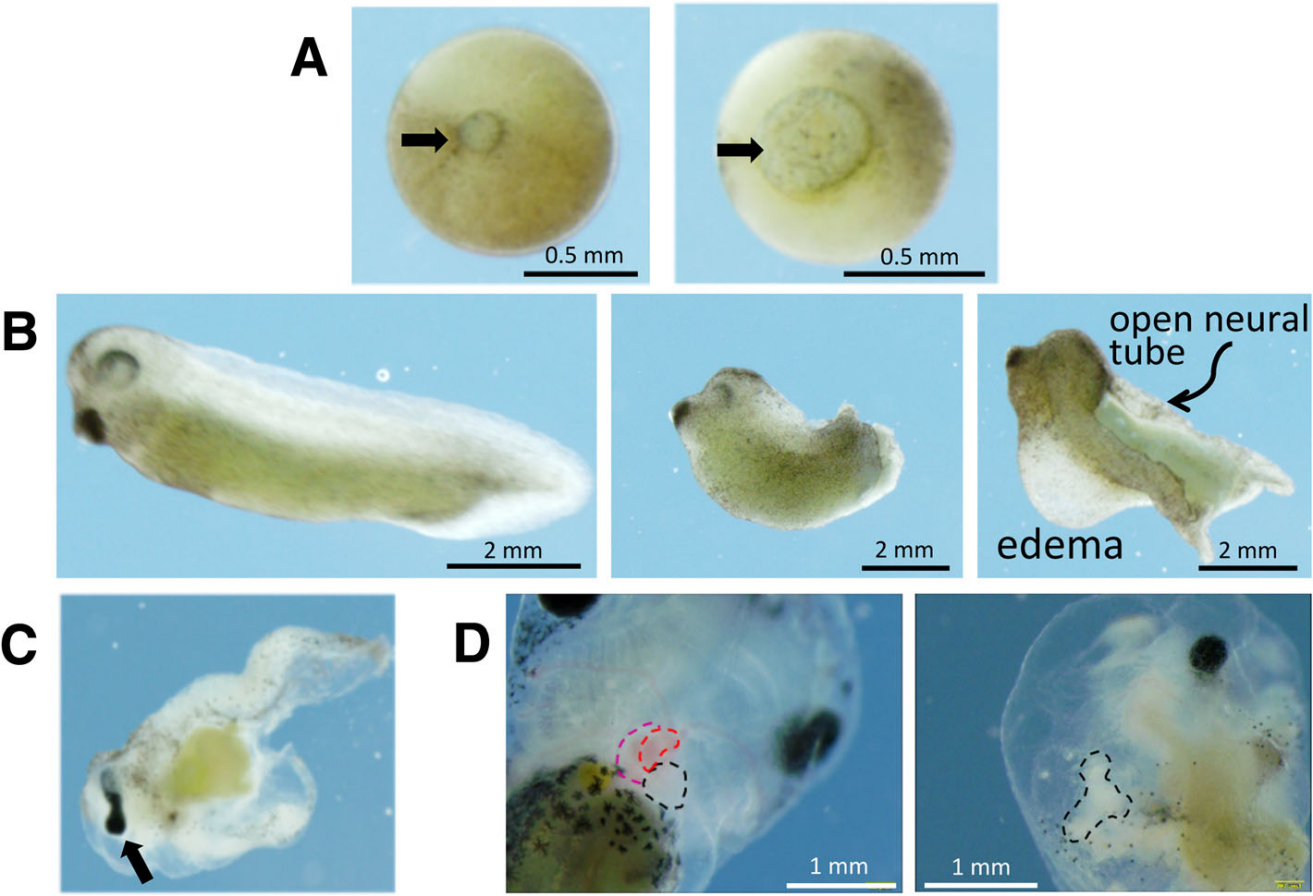
Developmental defects of Gam1-injected embryos. **a** Control *(left*) and Gam1-injected (*right*) late gastrula stage embryos showing delayed closure of the blastopore (arrow) in the latter. **b** Stage 35 (50 hpf) control embryo (*left*), Gam1 embryo with shortened A–P axis (*center*), Gam1 embryo with an open neural tube and edema around the heart (*right*). **c** An example of an eye defect (cyclopia). **d** Failure of the heart tube to initiate looping. (*Left*) A control embryo (96 hpf) in which the two atria (red) and ventricle (black) have fully developed compared to (*right*) a Gam1 embryo in which the heart tube has failed to undergo looping

Embryos that are viable at the late neurula stage usually develop into free-swimming tadpoles (> 48 hpf). Gam1 injected embryos at this stage of development have shortened or bent axes often due to the failure of the neural tube to close properly. Additionally, the majority of embryos display some degree of edema, or fluid collection, in the ventral regions of the embryo specifically around the heart and digestive system (Fig. 2b). Along with edema and a shortened axis, embryos display defects in eye, heart, and gut development, including cyclopia or eyes that are not fully separate (fused eye) (Fig. 2c) and disordered digestive system.

Defects in the heart include improper looping, disruption of chamber formation, and an absence of blood flow. Normal amphibian hearts contain three chambers, two atria and one ventricle, with looping of the outflow track to the right. Hearts of Gam1-injected embryos often lack discernible chambers and seem to have not developed beyond a heart tube structure due to a failure of proper looping (Fig. 2d). Heart structures that have formed contain little to no blood past the stage in development when control matched embryos have begun producing blood. Surprisingly, these embryos are viable and have heart structures that continue to beat, although contractions are erratic. Defects in the formation of these organs indicate that the temporary disruption of SUMOylation activity during early embryogenesis impacts the developmental program long after this activity is restored.

### Inhibition of SUMOylation activity disrupts convergence and extension

The phenotypes of a shortened A–P axis and failure of the blastopore and neural tube to close in the Gam1 embryos indicate that SUMOylation activity is necessary for convergence and extension. Information concerning the involvement of SUMO in cell movement is limited. A morpholino oligonucleotide directed at SUMO1 prevented activin-induced elongation of *Xenopus* animal caps [15] and SUMOylation of Rac1 GTPase is needed for optimal cell migration in response to hepatocyte growth factor [24]. Since cell movement during gastrulation is primarily internal and cannot be easily observed, we turned to Keller explant assays to determine whether the SUMOylation deficiency in Gam1 embryos impacts this activity [25]. Explants are made by sandwiching together a portion of two embryos dorsal to the blastopore lip, which contain migrating cells. This arrangement causes the mesodermal and endodermal cells to elongate in a plane rather than involuting beneath ectodermal cells, enabling quantification of the degree of convergent extension.

Control embryos (injected with H_2_O) showed normal convergent extension while those injected with 2.5 ng Gam1 mRNA failed to elongate properly (Fig. 3a). Additionally, when the amount of Gam1 mRNA was doubled to 5.0 ng, explants not only showed no evidence of cell movement, but the two explants failed to adhere to each other. This indicates not only a role of SUMOylation in controlling cell migration, but also in controlling cell adhesion.

**Fig. 3:**
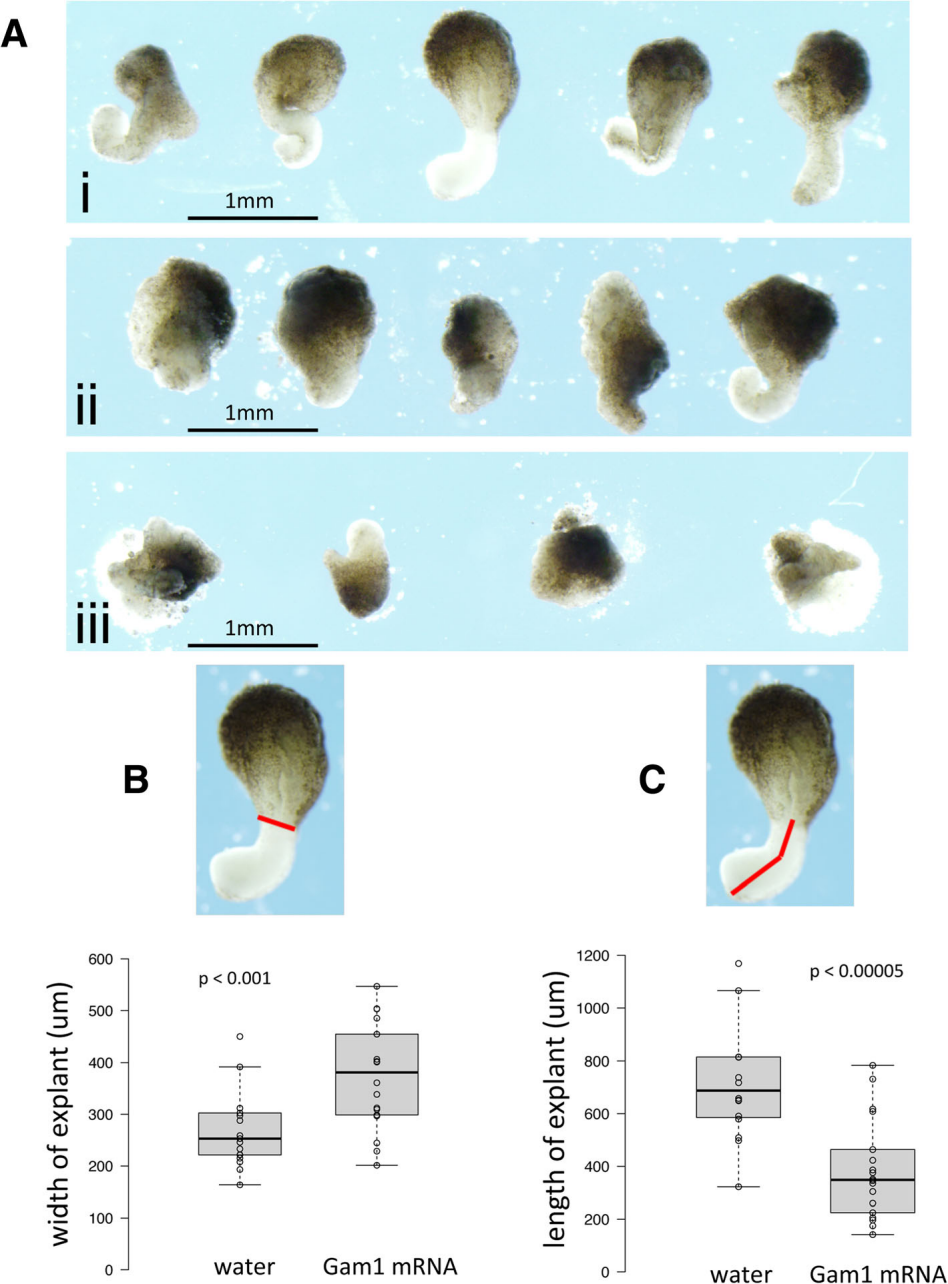
Gam1 disrupts convergence and extension. **a** Examples of Keller sandwich explants prepared from embryos injected with (i) water, (ii) 2.5 ng Gam1 mRNA, (iii) 5 ng Gam1 mRNA. Explants from embryos injected with water (*n* = 17) or 2.5 ng Gam1 mRNA (*n* = 18) were measured to quantify effects on **b** convergence and **c** extension. The *red* lines designate the lengths measured in the explants. Center lines in plots show the medians; box limits indicate the 25th and 75th percentiles; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles

The degree of explant convergent extension was quantified by measuring the boundary of the non-involuting and involuting marginal zones (convergence) and the anterior to posterior length (extension) (Fig. 3b, c). Two-tailed t-tests show that both convergence (*p* < 0.001) and extension (*p* < 0.00005) are significantly decreased in Gam1 embryos compared to controls. The disruption of these activities explains, at least in part, many of the observed phenotypes of Gam1 embryos.

### Gene expression in SUMOylation deficient Xenopus embryos

Gam1 knockdown of SUMOylation activity reproducibly generated distinct developmental phenotypes, several of which have been previously linked to disruptions of this post-translational modification, including neural tube closure [26], cleft lip/palate [27], heart defects [28–30], axial mesodermal defects that lead to midline phenotypes such as cyclopia [31], and disruption of hematopoiesis [32]. In good accord with the Gam1 phenotypes, a morpholino antisense oligonucleotide directed against *Xenopus* SUMO1 caused shortened and bent A-P axes, incomplete closure of the neural tube, microcephaly, and inhibition of activin-induced elongation of animal caps [15]. The close correspondence between the morphlino and Gam1 phenotypes affirm that the effects resulting from Gam1 expression are chiefly due to interference of SUMOylation activity in these embryos.

The ability to decrease SUMOylation activity to nonlethal levels presents the opportunity to examine the role of this protein modification, which frequently targets transcription factors and several other nuclear proteins, in the regulation of gene expression during early development. Three developmental stages were chosen for transcriptome analysis (30,000 genes) by microarray: early gastrula (stage 10), which shortly follows the initiation of zygotic transcription at the MBT; late gastrula (stage 12), which is at the end of a period of complex cell movement that organizes the three germ layers; and early neurula (stage 14), which marks changes in transcription that underlie organogenesis and patterning of the embryo. 

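Gam1 embryos were compared with water-injected embryos on Affymetrix arrays for X. laevis, with 3 biological replicates per group at each stage and 18 arrays in all. Gam1 is the adenoviral protein that removes the enzyme activating SUMO, so these embryos lack most SUMOylation. One-cell embryos had received 0.5 ng of Gam1 mRNA in 9.2 nL, or water alone, and each sample pooled 20 embryos. Samples were collected 9 h after fertilization for early gastrula, 13.5 h for late gastrula and 16.5 h for early neurula. The control embryos received no RNA, so an effect of injected RNA as such is not separated from that of Gam1.

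The deposited table holds 23701 probe sets as log2 values, which the authors obtained from the .cel files with Bioconductor and quantile normalization. How background was corrected and probes were combined is not given in the sources used here. Each array had a median of 7.72, a lowest value of 2.07 and a highest value of 16.13, so values near 2.07 lie at the floor of the scale, and the size of a change against a group near it is only a lower limit. The paper's methods name Student's test for each stage. Here the 23630 probe sets that are not Affymetrix controls were tested at each stage with limma, and the p-values were adjusted by the Benjamini-Hochberg method. Changes are log2 of Gam1 over water embryos with their SE. Symbols end in .L or .S for the copies of a gene on the long and short chromosomes of X. laevis, and 12288 probe sets carried exactly 1 symbol.

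Gam1 and water arrays with the same replicate number moved together, with correlations of their deviations between 0.904 and 0.941 at early gastrula, 0.765 and 0.81 at late gastrula and 0.686 and 0.808 at early neurula. A further fit over all 18 arrays therefore paired the arrays by replicate number and shared the spread between stages. It is called the blocked fit over all stages, and its adjusted p is given beside a named gene where it is under 0.05. For named genes it was chosen after their values were seen. On simulated data that kept each probe set's spread in proportion between stages, 1 of 174 calls of this fit at early gastrula, 23 of 190 at late gastrula and 24 of 189 at early neurula were false. Where each stage had its own spread, 59 of 227, 123 of 305 and 193 of 369 calls were false. The number of arrays limits the precision of every value.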

Three biological replicates were analyzed in order to account for variation between egg clutches. 

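Replicate embryos of the same stage and treatment gave closely similar arrays. Over the 23630 probe sets, Pearson's r lay between 0.957 and 0.980 for the 18 pairs of arrays within a group, with a median of 0.970 and an SD of 0.00639 over pairs. Spearman's rho had a median of 0.971. Squared, r ran from 0.916 to 0.959. These are correlations across genes within pairs of arrays, and genes are not independent replicates. Arrays of Gam1 and water embryos with the same replicate number were closer still, with r between 0.980 and 0.997.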

The R-values of scatter plots of the biological replicates ranged from 0.959 to 0.916, demonstrating excellent correlation between each of the replicates. 

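In the unpaired limma test, fewer probe sets differed between Gam1 and water embryos at early gastrula than from late gastrula on, and differences went in both directions. At an unadjusted p under 0.05, 67 probe sets were lower and 81 higher in Gam1 embryos at early gastrula, 148 in all. At late gastrula the numbers were 572 lower and 466 higher, 1038 in all, and at early neurula 762 lower and 812 higher, 1574 in all. Of the probe sets with a gene symbol, 57 at early gastrula, 531 at late gastrula and 833 at early neurula were among them, which stand for 56, 446 and 714 genes.

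On simulated data where each stage had its own spread and arrays moved together by replicate number, 0.32%, 0.68% and 0.83% of unchanged probe sets passed this test at the 3 stages. With the arrays paired by replicate number within each stage, 2141, 3381 and 4228 passed unadjusted and 0, 0 and 0 after adjustment. On the same simulated data 5.99%, 5.91% and 6.3% of unchanged probe sets passed the paired fit unadjusted. At the nominal rate 1181.5 of the 23630 probe sets would pass by chance. After adjustment 0 probe sets passed in the unpaired limma test at any stage, and the smallest adjusted p was 0.817 at early gastrula, 0.0758 at late gastrula and 0.0548 at early neurula. The blocked fit over all stages called 38 probe sets (31 lower, 7 higher), 909 (520 lower, 389 higher) and 1890 (819 lower, 1071 higher), while Student's test with the same adjustment called 1, 0 and 0. The unadjusted counts rest in part on water replicate 1, without which they were 690 at late gastrula and 1037 at early neurula.

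**Figure D1:**
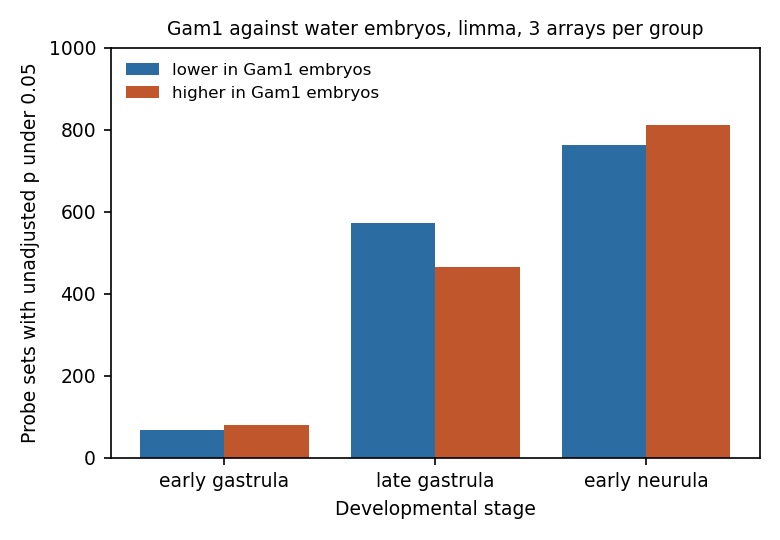
Number of probe sets at an unadjusted p under 0.05, lower and higher in Gam1 than in water embryos, at each stage (limma, 3 arrays per group). Bars grow from 67 and 81 at early gastrula to 762 and 812 at early neurula.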

The number of differentially expressed genes (*p* < 0.05) between control (water injected) and Gam1 embryos numbers 94 (53 down-regulated, 41 up-regulated) at early gastrula; 447 (263 down-regulated, 221 up-regulated) at late gastrula; and 742 (394 down-regulated, 387 up-regulated) at early neurula. A heatmap of all differentially expressed genes identified from comparisons between control and Gam1 injected embryos at the three developmental stages is presented in Additional file 1: Figure S1. 

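The named genes with the smallest p-values have varied functions, among them the stress response, iron export, eye formation and the breakdown of retinoic acid. None of the genes in these paragraphs passed adjustment in the unpaired limma test of its stage. They are the 10 per direction and stage with the smallest unadjusted p among genes with a mean of at least 5 in one group that differed the same way in all 3 pairs of arrays, and examples are given with n = 3 per group.

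Late gastrula embryos had more mRNA of sesn1.L, encoding sestrin, a p53 target of the stress response (log2 change 3.19 ± 0.24, adjusted p = 0.155, 0.00261 in the blocked fit over all stages). The complement component gene c9.L stood at 7.96 ± 0.70 (SD) in Gam1 and 3.6 ± 0.32 in water embryos (log2 change 4.36 ± 0.42, adjusted p = 0.220, blocked fit 0.0056). Higher values were also measured for the nucleotidase gene nt5c3a.L (5.22 ± 0.63, adjusted p = 0.288, blocked fit 0.00261), for the polo-like kinase gene plk2.S (4.30 ± 0.55, 0.333 and 0.0053) and for the transcription factor gene hbp1.L (2.26 ± 0.29, 0.333 and 0.00765). On the lower side were cyp26c1.S, whose enzyme degrades retinoic acid (-1.66 ± 0.25, adjusted p = 0.458, blocked fit 0.00765), and ripply2.2.S, which acts in somite segmentation (-0.78 ± 0.11, 0.359 and 0.0384). Smaller changes were found for the homeobox gene msx2.L (-0.79 ± 0.12, adjusted p = 0.458), the retinol dehydrogenase gene rdh10.L (-0.43 ± 0.07, adjusted p = 0.499) and the calpain inhibitor gene cast.L (-0.68 ± 0.09, adjusted p = 0.359, blocked fit 0.00501).

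At early neurula the smallest p belonged to ext1.S, which encodes an enzyme of heparan sulfate synthesis (log2 change 1.80 ± 0.09, adjusted p = 0.0548, blocked fit 0.00366). The iron exporter gene slc40a1.S stood at 6.46 ± 0.65 (SD) against 2.25 ± 0.25, near the floor, in water embryos (4.22 ± 0.36, adjusted p = 0.0912, blocked fit 0.000945). Kynurenine monooxygenase, kmo.L, was higher by 2.32 ± 0.30 (adjusted p = 0.195, blocked fit 0.000382) and the kinase gene nek8.S by 2.18 ± 0.24 (adjusted p = 0.132, blocked fit 0.00232). The retinal homeobox gene rax.S, needed for eye formation, was 3.07 ± 0.79 (SD) in Gam1 and 5.67 ± 0.44 in water embryos (-2.60 ± 0.46, adjusted p = 0.297, blocked fit 0.00647). Grainyhead-like grhl3.S, a regulator of the epidermis and of neural tube closure, had a change of -0.45 ± 0.07 (adjusted p = 0.217, blocked fit 0.00478), and the cohesin loader gene nipbl.S one of -0.86 ± 0.14 (adjusted p = 0.277, blocked fit 0.0274).

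At early gastrula the examples each had an adjusted p of 1. The feedback inhibitors of FGF signaling dusp6.L and spry1.S had changes of -0.58 ± 0.19 and -0.43 ± 0.15, and the kinase gene sgk1.L one of -0.44 ± 0.14. The forkhead gene foxi1.L of the epidermis was higher by 1.90 ± 0.74, the condensin gene smc2.L by 0.48 ± 0.15 and the ubiquitin ligase gene smurf2.S by 0.46 ± 0.16.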

An accompanying data matrix contains the gene names and expression values in the order in which they appear in the heatmap (Additional file 2: Table S1).

In order to validate the microarray data, the same RNA samples were used for qRT-PCR assays of genes selected based upon either the magnitude of the change in expression (*dmrta1*, *rpl8*, *ccng1*), the occurrence of the gene in a pathway involved in patterning the early embryo (*xbra*, *foxc1*, *wnt8b*, *gsc*, *chrd*), or a previous microarray analysis of *X. laevis* development (*xpo1*, *wnt8b*, *krt*) [33]. (A graphical comparison of the microarray and qRT-PCR data is presented in Additional file 3: Figure S2). The expected correlation between microarray and qRT-PCR is 80–87% with respect to the direction of the change (up- versus down-regulation) [33, 34]. The correlation between our microarray and qRT-PCR assays is 93%; these results, along with the scatter plots, indicate that the quality of the microarray data is high. 

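Cyclin G1 mRNA, a p53 target, stood out on the arrays at the later stages. For ccng1.L, values were 13.56 ± 0.35 (SD, n = 3) in Gam1 and 11.02 ± 0.09 in water embryos at late gastrula, a log2 change of 2.54 ± 0.18 (adjusted p = 0.155, 0.0235 in the blocked fit over all stages). At early neurula the change was 1.92 ± 0.28 (adjusted p = 0.212, blocked fit 0.039). The probe sets of the other copy, ccng1.S, lay between 1.40 and 3.10 at late gastrula. At early gastrula ccng1.L varied widely between replicates, with a change of 1.87 ± 1.54 (adjusted p = 1, blocked fit 0.251). It was higher in all 3 pairs of arrays.

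The doublesex-related gene dmrta1.S was at the floor at early gastrula and, still near it, at 2.12 ± 0.05 against 2.65 ± 0.06 at late gastrula (-0.53 ± 0.05, adjusted p = 0.197). It reached 6.92 ± 1.11 in water but 3.90 ± 2.58 in Gam1 embryos at early neurula (-3.02 ± 1.41, adjusted p = 0.802, blocked fit 0.00763), lower in all 3 pairs. The nuclear export receptor gene xpo1.S had late gastrula changes of 0.05 ± 0.11 and -0.02 ± 0.17 on its 2 probe sets (adjusted p = 1 for each).

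As a list, the 12 measured genes under the 10 names for which the study did qRT-PCR, with krt taken as the krt12 family, showed no shift called against other genes in limma's camera test (adjusted p = 0.460, 0.0658 and 0.142 from the first to the last stage). It was called without Gam1 replicate 3 (0.00738 at early gastrula, 0.0394 at early neurula), without water replicate 2 (0.0148 and, at late gastrula, 0.0257) and without Gam1 replicate 1 (0.0255 at late gastrula). The study chose these genes on the same samples, so they are not independent evidence.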

There is also good agreement between the two measurements with regard to quantitation, especially for those genes that show the greatest up- (*ccng1* and *xpo*) and down-regulation (*dmrta1*).

### Biological process ontology of differentially expressed genes

Differentially regulated genes for each time point were assembled into gene lists for analysis using data mining software including MetaCore, BiNGO, DAVID, and the Gene Ontology database [35]. *Xenopus* gene lists were converted to their human equivalents for analyses using these applications. Volcano plots (Additional file 4: Figure S3) display statistical significance (*p* value) versus fold change at each time point. These plots reflect not only the increasing number of differentially expressed genes progressing from early gastrula to early neurula, but also the increasing magnitude of these differences. 

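More probe sets differed by over 2-fold between Gam1 and water embryos from late gastrula on. Among those at an unadjusted p under 0.05 in the unpaired limma test, 6 differed by more than 2-fold at early gastrula (4.1%), 288 at late gastrula (27.7%) and 436 at early neurula (27.7%). The median size of the change was 0.40 on the log2 scale at early gastrula, 0.63 at late gastrula and 0.63 at early neurula, against a median SD between replicates of 0.149, 0.228 and 0.220. Sizes at early gastrula depend on the test and on the probe sets kept. Those called by the test of the paper's methods had a median of 0.23, and with only probe sets of a mean of at least 6 tested, the medians at the 3 stages were 0.66, from 28 probe sets, 0.67 and 0.66. Among the probe sets counted above with a mean of at least 6 at their stage, 22 at early gastrula, the median folds were 1.355, 1.453 and 1.468.

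A test of the difference itself found few single probe sets whose Gam1 effect differed between stages after adjustment in limma. It called 1 between late and early gastrula (417 at an unadjusted p under 0.05), 11 between early neurula and early gastrula (729 unadjusted) and 1 between early neurula and late gastrula (191 unadjusted). With the replicate block the counts were 45, 231 and 25. The genes called, kmo.L, wnt8b.S and rax.S, had a low signal or lay at the floor in both groups at early gastrula, so no difference between stages in the effect of Gam1 can be read from them. At late gastrula the 1 probe set called, Xl2.17694.1.A1_at, has no gene symbol (3.44 ± 0.42, adjusted p = 0.0303), nor has the one between the later stages, Xl2.9526.1.A1_at (2.08 ± 0.24, adjusted p = 0.0158). Both were named here after their values were seen. Leaving out 1 pair of replicates moved these counts: without replicate 3 they were 0, 20 and 10, without replicate 2 the first 2 were 0 and 2, and without replicate 1 the first was 3 and the last 5.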

With few exceptions, most changes in expression at early gastrula are only 20–30%; whereas, larger quantitative changes are seen at the later two time points. 

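The forkhead genes foxc1.L of paraxial mesoderm and foxi1.L of the epidermis were among the larger early gastrula differences. Of the 148 probe sets with an unadjusted p under 0.05, 68 (45.9%) differed by up to 1.3-fold, 17 of them by 1.2-fold to 1.3-fold, and 36 (24.3%) differed by more than 1.5-fold. The median fold was 1.32, with quartiles at 1.16 and 1.49. At late gastrula 263 (25.3%) differed by up to 1.3-fold and 559 (53.9%) by more than 1.5-fold. The shares at early neurula were much the same, 413 (26.2%) and 836 (53.1%). A median of 1.55-fold was found at late gastrula and of 1.54-fold at early neurula.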

We have used these lists of genes affected by the loss of SUMOylation activity for various bioinformatics analyses in order to understand the regulatory role of this post-translational modification during early vertebrate development.

The first analysis was to determine the predominant (high level) biological processes affected by loss of SUMOylation activity at the three different developmental time points (Fig. 4). The profiles at these three stages, which span a total of about 7 h, are distinctly different. However, the distribution of affected genes among these biological processes seems to reflect the major cellular activities of embryos at each of these stages. With lengthening of the cell cycle, zygotic transcription begins at the MBT and transcriptome analysis at early gastrula is expected to capture this transition. Indeed, many of the differentially expressed genes at this time point normally show robust induction between Nieuwkoop–Faber stages 8 and 10 [36]. The greatest proportion of affected genes at early gastrula are concerned with Regulation (31%) and Metabolism (18%), primarily as a result of the resumption of transcription and protein synthesis.

**Fig. 4:**
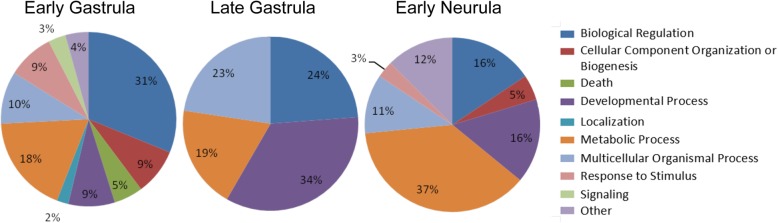
Biological processes most affected by loss of SUMOylation activity. Functional enrichment analysis of differentially expressed genes at each time point based on GeneGo categorization of annotated protein function. Only selected groups containing the largest number of genes are presented

The expression of 9 out of 94 differentially expressed genes are assigned to Developmental Processes in the early gastrula embryos, of which the most notable are *foxc1, foxd1* and *twist*. 

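The forkhead gene foxc1, which acts in paraxial mesoderm and heart, had a lower signal in Gam1 embryos as early as early gastrula. For foxc1.L the log2 change was -1.41 ± 0.23 (SE, n = 3 per group, adjusted p = 1, 0.00604 in the blocked fit over all stages), lower in all 3 pairs of arrays. The forkhead gene foxd1.L lay at the floor of the arrays in both groups, at 2.07 and 2.1, so no difference can be read from it at this stage. By early neurula it was 6.02 ± 0.57 (SD) in water and 4.01 ± 1.16 in Gam1 embryos (log2 change -2.01 ± 0.66, adjusted p = 0.656, blocked fit 0.0255). Twist, a regulator of mesoderm and neural crest, was represented by 1 probe set, annotated twist1.L and named twist2 in Table S1. Its early gastrula change was 0.17 ± 0.13 (adjusted p = 1), higher in all 3 pairs of arrays.

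Of 45 mesoderm and organizer genes, on a list written after the supplementary table had been read, 37 were lower and 8 higher at early gastrula, with a median log2 change of -0.18. Ranked against all other genes, the list fell (camera, adjusted p = 2.25e-05), though with an estimated correlation the adjusted p = 0.322. No member passed adjustment over all genes in the unpaired limma test, and 2 were lower when adjusted over the list alone. The blocked fit over all stages called 2 over all genes. The homeobox gene evx1.L of the posterior mesoderm stood at 2.22, near the floor, in Gam1 and 2.92 in water embryos (-0.70 ± 0.12, adjusted p = 1). The list's adjusted p was 0.611 without Gam1 replicate 2, 0.0716 without water replicate 1 and 0.381 without water replicate 3. With the replicate block and all arrays camera gave 2.92e-08.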

All three of these genes, which are highly expressed in mesoderm, can be correlated with morphological phenotypes that later appear in the Gam1 embryos (e.g.*,* deficits in heart and neural tube development). Although GeneGo did not place *sox2*, a key regulator of neural induction, under Developmental Processes, it is nonetheless notable that its expression is reduced 1.7-fold at early gastrula and remains modestly lower (1.4-fold) at late gastrula.

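Sox2, the transcription factor that marks the forming neural plate, had lower mRNA in Gam1 embryos at early and late gastrula. On probe set Xl2.188.1.S2_at, sox2.L had a log2 change of -0.81 ± 0.22 at early gastrula (SE, n = 3 per group, adjusted p = 1) and of -0.48 ± 0.09 at late gastrula (adjusted p = 0.550), lower in all 3 pairs at both stages. As folds these are 1.75 and 1.40. The other 2 probe sets of sox2.L gave -0.94 ± 0.44 and -0.63 ± 0.39 at early gastrula and -0.55 ± 0.24 and -0.51 ± 0.22 at late gastrula. By early neurula the changes were -0.42 ± 0.23, -0.38 ± 0.19 and -0.26 ± 0.13.

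Other genes of the neural plate were lower too. Of 39 measured, 37 were lower at late gastrula, with a median change of -0.46, and the list fell (camera, adjusted p = 3.34e-15; adjusted p = 0.062 with an estimated correlation). At early neurula 35 were lower, with a median of -0.38 (adjusted p = 2.09e-08; adjusted p = 0.186 with an estimated correlation). At early gastrula 26 of them were lower and the adjusted p was 0.126, but 0.00296 with the replicate block. In the unpaired limma test no member was called over all genes or when adjusted over the list alone, and 12 were lower at an unadjusted p under 0.05 at late gastrula. The blocked fit over all stages called 8 over all genes and 21 over the list alone at that stage. The forebrain gene fezf2.L had a change of -1.99 ± 0.41 at late gastrula (adjusted p = 0.627, 0.0384 in the blocked fit over all stages) and the forebrain repressor gene hesx1.L one of -1.08 ± 0.23 (adjusted p = 0.653). At early neurula the proneural gene neurog2.S had a change of -0.94 ± 0.26 (adjusted p = 0.555, blocked fit 0.0373).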

The most striking change between early and late gastrula embryos is the greatly increased percentage of genes that fall under Developmental Processes (increasing from 9 to 34%) and Multicellular Organism Processes (increasing from 10 to 23%). Indeed, only four high level biological processes predominate at late gastrula. At this time point, several additional members of the Fox family of transcription factors appear in the list of differentially expressed genes ascribed to Developmental Processes as well as genes encoding proteins involved in Wnt, ephrin, and TGF-β signaling, which are all known to play critical roles during gastrulation.

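Fox genes differed in both directions at late gastrula, with more of them lower. Among 23 measured Fox genes, 15 were lower and 8 higher, and the list fell as a whole (camera, adjusted p = 0.00505; adjusted p = 0.0802 with an estimated correlation). No Fox gene passed adjustment over all genes in the unpaired limma test, with 5 lower and 1 higher at an unadjusted p under 0.05, and 4 were lower and 1 higher when adjusted over the list alone. The gene foxn4.S, of neural progenitors, had a log2 change of -1.73 ± 0.35 (SE, n = 3 per group, adjusted p = 0.610, 0.0491 in the blocked fit over all stages). Foxf1.L, of lateral plate mesoderm, had one of -1.21 ± 0.31 (adjusted p = 0.782, blocked fit 0.0078) and foxb1.S, of the neural plate, one of -0.73 ± 0.16 (adjusted p = 0.655). In contrast foxo3.L, a stress-responsive factor, was higher by 1.19 ± 0.28 (adjusted p = 0.707, blocked fit 0.00765). At early neurula 16 Fox genes were lower and 7 higher (adjusted p = 0.00623; adjusted p = 0.166 with an estimated correlation; 0.063 without water replicate 1), and 2 were lower and 1 higher when adjusted over the list alone. The early gastrula list had an adjusted p of 0.126.

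BMP signaling, a branch of the TGF-β family that patterns the dorsal to ventral axis, had 30 of 33 genes lower at late gastrula, with a median change of -0.25. This list fell (camera, adjusted p = 2.57e-09; adjusted p = 0.0747 with an estimated correlation), and 1 gene was lower when adjusted over the list alone. The ectodermal gene gata3.S had a change of -1.56 ± 0.34 (adjusted p = 0.668, blocked fit 0.0303), the homeobox gene msx1.L one of -0.65 ± 0.15 (adjusted p = 0.707, blocked fit 0.0139) and the inhibitory SMAD gene smad6.S one of -0.52 ± 0.14 (adjusted p = 0.834, blocked fit 0.0432).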

Although the percentage of genes ascribed to Development Processes decreases in early neurula embryos to 16% of the total of differentially expressed genes, the actual number increases, showing that SUMOylation continues to play an important regulatory role in development. While the genes for many of the aforementioned transcription factors and signaling molecules remain mis-regulated, now multiple Hox genes are repressed in the Gam1 embryos at this time point, which is consistent with their normally strong induction during late gastrula stage. 

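Hox genes, which set position along the body axis, were lower in Gam1 embryos at early neurula and already at late gastrula. At early neurula 16 of 17 measured Hox genes were lower and 1 higher, with a median log2 change of -0.63, and the list fell (camera, adjusted p = 9.09e-09; adjusted p = 0.186 with an estimated correlation). At late gastrula all 17 were lower, with a median of -1.07 (adjusted p = 2.68e-09; adjusted p = 0.176 with an estimated correlation). Before that, at early gastrula, 7 were lower and 10 higher (adjusted p = 0.918).

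Hoxb2.S of the hindbrain had an early neurula change of -1.96 ± 0.64 (SE, n = 3 per group, adjusted p = 0.656, 0.00483 in the blocked fit over all stages). A posterior gene, hoxa11.S, with a low signal, had one of -0.87 ± 0.15 (adjusted p = 0.296, blocked fit 0.00622), and hoxb6.S one of -0.55 ± 0.16 (adjusted p = 0.578). At late gastrula hoxb7.S stood at -1.36 ± 0.46 (adjusted p = 1), hoxb4.S at -0.88 ± 0.24 (adjusted p = 0.848, blocked fit 0.0366) and hoxd1 at -0.51 ± 0.09 (adjusted p = 0.514). No Hox gene passed adjustment over all genes in the unpaired limma test, with 3 lower at an unadjusted p under 0.05 at late gastrula and 7 at early neurula. The blocked fit over all stages called 7 and 5. When adjusted over the list alone, 1 was lower at each of these stages. In water embryos the same genes normally rose by a median of 5.49 on the log2 scale between early gastrula and early neurula.

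**Figure D2:**
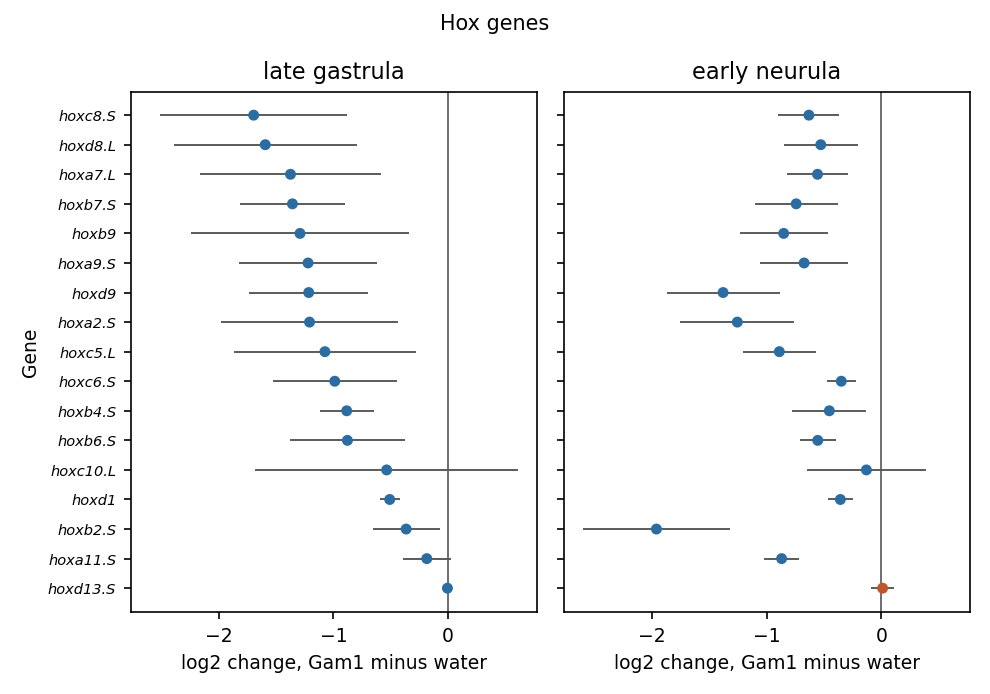
Log2 change of the 17 measured Hox genes, Gam1 over water embryos, at late gastrula and early neurula (points, with SE from limma, 3 arrays per group); the line at 0 marks no change. All points lie below 0 at late gastrula and 16 of 17 at early neurula.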

Whereas, SUMOylation is often associated with transcriptional repression, several of the Hox genes seemingly require this post-translational modification for activation.

Of special note, expression of the homeobox protein, Pitx2, is down 4-fold at early neurula in Gam1 embryos. This transcription factor is critical for eye development, as well as the formation of asymmetric organs such as the heart and gut, whose perturbation is a predominant phenotype of the SUMOylation deficient embryos. *Pitx2* along with *foxc1* (down 2.7-fold at early gastrula) are both implicated in Axenfeld-Rieger syndrome. 

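In water embryos foxc1.L rose steeply during gastrulation, from 5.15 ± 0.25 (SD, n = 3) at early gastrula to 11.49 ± 0.41 at late gastrula. Gam1 embryos had 3.74 ± 0.34 and 11.17 ± 0.34 at these stages. The early gastrula difference corresponds to a fold of 2.66 at a low signal. It was small later, with log2 changes of -0.32 ± 0.27 at late gastrula (SE, adjusted p = 1) and -0.24 ± 0.26 at early neurula (adjusted p = 0.950).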

The lists of genes that are categorized into the various biological processes can be found in Additional file 5: Table S2.

### Transcription factor network building

The regulation of transcription by SUMOylation can occur on multiple levels that include, for example, changes in chromatin structure (e.g.*,* histone modification and nucleosome positioning) and subnuclear localization (e.g., PML bodies). However, the most common mechanism is likely through the SUMOylation of transcription factors. We used the network building algorithm ‘Transcription Factor Regulation’ to identify common transcription factors that control the maximum number of differentially expressed genes in Gam1 embryos. This algorithm adds a transcription factor to a gene list as a seed node, and builds a network of interactions around it. Gene lists from each time point were analyzed separately and the top 30 transcription factors at each time point were returned (Table 1). The connections made within each network are based on direct control of the target gene by the seed transcription factor and, inversely, target gene control of the seed transcription factor. The lists of transcription factors at each time point are quite similar and include those such as Sp1, HNF4-α, c-myc, and p53, that regulate an especially large number of different genes.

**Table 1:** Transcription Factor Network Building^a^

Differential Gene Expression						Constant Gene Expression					
Early Gastrula (94)		Late Gastrula (447)		Early Neurula (742)		Early Gastrula (11,702)		Late Gastrula (11,322)		Early Neurula (11,019)	
SP1	15	HNF4α	104	SP1	119	HNF4α	1372	HNF4α	1335	HNF4α	1313
HNF4α	14	SP1	101	HNF4α	114	SP1	1082	SP1	1053	SP1	1028
c-Myc	13	c-Myc	92	c-Myc	106	c-Myc	1033	c-Myc	1002	c-Myc	987
p53	9	ESR1	75	p53	77	p53	486	p53	461	p53	460
Oct-3/4	7	p53	67	ESR1	69	ESR1	479	ESR1	463	ESR1	455
STAT3	6	E2F1	60	C/EBPβ	50	CREB1	467	CREB1	452	CREB1	451
CREB1	6	NF-Y	59	NF-kB	45	AP-1	378	AP-1	370	AP-1	365
YY1	5	AR	58	STAT1	38	NF-Y	310	E2F1	335	E2F1	332
HNF1α	4	EGR1	54	AR	37	E2F1	342	NF-Y	301	NF-Y	303
Sry	4	c-Jun	53	CREB1	37	NF-kB	314	NF-kB	302	NF-kB	298
FKHR	4	ETS1	53	HSF1	36	AP-2	306	AP-2	300	YY1	294
SRF	4	GCRα	53	MYOD	36	YY1	303	EGR1	293	AP-2	293
NANOG	4	YY1	52	SRF	36	EGR1	300	YY1	290	EGR1	289
E2F1	4	Oct-3/4	51	EGR1	36	GATA-1	283	GATA-1	276	GATA-1	266
ETS1	4	RelA	51	E2F1	36	Elk-1	214	Elk-1	211	Elk-1	206
EGR1	4	Oct-1	50	AP-1	35	ETS1	250	ETS1	248	ETS1	242
HIF1A	4	SRF	50	RelA	34	AR	258	AR	255	AR	249
AP-2	3	HIF1A	50	C/EBPα	32	HIF1A	236	HIF1A	233	Oct-3/4	232
ATF-6 α	3	MYOD	49	p21	32	C/EBPβ	235	C/EBPβ	230	c-Jun	224
RelA	3	C/EBPβ	49	ATF-2	31	Oct-3/4	236	E2F4	228	E2F4	223
C/EBPα	3	Bcl-6	48	YY1	29	c-Jun	233	Oct-3/4	227	HIF1A	222
ER81	3	TCF7L2	48	HIF1A	29	E2F4	229	c-Jun	222	C/EBPβ	217
HSF1	3	HSF1	48	p63	29	RelA	224	RelA	216	RelA	214
ESR1	3	HNF6	48	SP3	28	SP3	206	SP3	203	SP3	199
USF2	3	E2F4	47	NF-Y	28	GCRα	205	SRF	188	GCRα	198
AP-1	3	SMAD3	47	AP-4	28	HNF6	205	AP-2A	197	HNF6	198
AR	3	SOX4	47	c-Jun	27	Oct-1	202	HNF6	197	AP-2A	194
MYOD	3	STAT1	46	GATA-1	26	AP-2A	200	Oct-1	195	Oct-1	192
FOXO3A	3	c-Myb	46	STAT3	26	AHR	192	GCRα	195	HNF1α	187
AP-2A	3	SREBP1	46	Oct-3/4	24	HNF1α	192	AHR	189	SRF	185

^a^Top 30 transcription factors associated the largest number of genes that are either differentially expressed or constant across developmental stages of Gam1 embryos built using the Transcription Factor Regulation algorithm in MetaCore. Numbers indicate the number of genes used for network building in each case

In order to determine if these transcription factors are highly associated with genes controlled by SUMOylation, the same analysis was carried out using the lists of genes not affected by Gam1, which number 11,702 genes from early gastrula, 11,322 genes from late gastrula, and 11,019 genes from early neurula (Table 1). The list of transcription factors connected to changed versus unchanged genes is strikingly similar. At early gastrula, 18 out of 30 transcription factors were common to both sets of genes with the top 5 factors being identical. For the late gastrula, 21 out of 30 factors are common and again the top 5 are identical. At the early neurula, 20 out of 30 factors are common with the top 5 factors remaining identical between the lists. Of the top 5 transcription factors, four are common across all three time points (SP1, HNF4-α, c-myc, p53). The simplest interpretation of this analysis is that these transcription factors emerge solely because they bind to an unusually large number of regulatory sites throughout the genome, a subset of which are regulated by SUMOylation.

Interestingly, the GO biological processes associated with any specific transcription factor are different depending on whether the gene list is built from those changed by Gam1 or those unaffected by Gam1 (Additional file 6: Table S3). For example, the two top transcription factors at early gastrula are Sp1 and HNF4-α. The GO processes most highly associated with Sp1 in Gam1 embryos are eye, sensory organ, and embryo development; whereas, in control embryos they are metabolic processes. It is especially noteworthy that SUMOylation of Sp1 has been directly implicated in *Xenopus* eye development [37]. For HNF4-α, the enriched GO processes in Gam1 embryos are dendrite morphogenesis, signaling pathways, microtubule polymerization, and cell communication; the GO processes in control embryos are almost entirely metabolic. This analysis indicates that constitutive genes necessary for organism viability, e.g.*,* metabolism and biosynthesis, are mostly controlled in a SUMO-independent manner. Conversely, genes with complex expression patterns are more likely controlled by transcription factors whose activity is modulated by SUMOylation. This GO analysis also suggests that SUMO modification generates distinct pools of a particular transcription factor in order to regulate specific subsets of genes, with SUMOylated forms of these transcription factors biased towards more highly regulated (e.g.*,* cell type, temporal) processes. This view is supported by studies in *Drosophila* where mutations in the SUMO E1 activating enzyme had no effect on larval growth, but did cause defects in imaginal disk formation [38].

A total of 50 different transcription factors were identified through the Transcription Factor Regulation algorithm as being associated with genes differentially expressed at one or more time points. These factors were analyzed for potential SUMOylation sites and SIMs using the SUMO prediction site algorithm GPS–SUMO [39]. Of the 50 transcription factors, 46 (92%) contain consensus SUMOylation sites, only 1 has no identifiable site, and 3 lack sufficient sequence information to make a prediction (Additional file 7: Table S4). To date, 29 of the 46 have been experimentally verified to be SUMOylated. SIMs appear in 42 of the listed transcription factors. The fact that nearly all of factors identified by network building are targets of SUMOylation and/or contain SIMs indicates that the majority of changes in gene expression induced by Gam1 are due directly to changes in factor activity as a result of this post-translational modification.

The Transcription Factor Regulation algorithm returns the most highly connected factors for a given gene list. A shortcoming of this analysis is that critical transcription factors may be overlooked, if they regulate a small fraction of genes in the entire list. As an example, the gene list at early gastrula was examined manually using a variety of sources to identify candidate transcription factors for each gene. As expected, we found that the transcription factors listed in Table 1 are associated with many of the differentially expressed genes in the list. However, we also found that the transcription factor Nkx2.5, whose role in cardiac differentiation is regulated by SUMOylation [28], has predicted binding sites at the promoters of a subset of these differentially expressed genes (*alkbh6, evx1, fam184a, foxc1, foxd1, fzd10a, gapvd1, twist1/2*). Of these putative targets of Nkx2.5, *foxc1* is particularly significant, since *foxc1*-depleted *Xenopus* embryos exhibit similar phenotypes to the Gam1-injected embryos: shortened A–P axis and abnormal heart and gut development [40]. Moreover, a morpholino knockdown of foxc1 protein caused changes in the expression levels of *casein kinase 1 epsilon*, *insulin-like growth factor 2*, and *keratin 8* mRNAs [40] that we also detect in the early neurula embryos.

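The candidate Nkx2.5 targets were called lower at early gastrula as a list, in which the members foxc1.L and evx1.L had the largest changes. Of 8 measured, 5 were lower, 1 of them foxd1.L at the floor, and the median log2 change was -0.025 (camera, adjusted p = 9.47e-05; adjusted p = 0.322 with an estimated correlation, and 0.0696 with the replicate block). When adjusted over the list alone these 2 genes were lower, and none passed over all genes in the unpaired limma test, where the same 2 had an unadjusted p under 0.05. Because the study picked these genes from the same arrays, their direction is not independent evidence. Frizzled-10, a Wnt receptor that stands in the list as fzd10.S (-0.22), had a change of -0.73 ± 0.23 for the copy fzd10.L (SE, n = 3 per group, adjusted p = 1). The demethylase gene alkbh6.L had one of 0.03 ± 0.08 (adjusted p = 1) and fam184a.L lay at the floor. The endocytosis gene gapvd1.S gave changes between -0.12 and -0.02 over its probe sets. At the later stages 6 of the 8 were lower (adjusted p = 0.00913 at late gastrula and 0.00681 at early neurula; adjusted p = 0.151 and 0.166 with an estimated correlation). The adjusted p was 0.087 at early gastrula without water replicate 3 and 0.0901 at late gastrula without Gam1 replicate 2.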

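Insulin-like growth factor 2 mRNA was lower and that of casein kinase 1 epsilon higher in Gam1 embryos at early neurula. For igf2.L the log2 change was -1.71 ± 0.34 (SE, n = 3 per group, adjusted p = 0.345, 0.00324 in the blocked fit over all stages), and for igf2.S it was -1.03 ± 0.42 (adjusted p = 0.752, blocked fit 0.0411). The casein kinase probe set, annotated tptep2-csnk1e.L, had a change of 0.60 ± 0.15 (adjusted p = 0.482, blocked fit 0.0225), higher in all 3 pairs. Keratin 8, an epithelial intermediate filament, had changes of -0.17 ± 0.05, -0.07 ± 0.12 and -0.16 ± 0.09 over the 3 probe sets of krt8.1.S, with the smallest adjusted p at 0.605. These 3 genes are too few for a test as a list.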

The heart defects of Gam1-injected embryos are certainly not due to *foxc1* alone. We also measured reductions of other key cardiac regulatory factors such as *mespa* (1.6-fold), *tbx2* (2.1-fold), and *tbx3* (2.3-fold) at late gastrula and *pitx2* (4.0-fold) at early neurula. Thus, the potential effects of depleted SUMOylation activity on heart development are seemingly propagated through the three stages sampled in this study. 

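Cardiac regulators were lower in Gam1 embryos at late gastrula. The T-box genes tbx2 and tbx3, which act in the forming heart and eye, had log2 changes of -1.1 ± 0.29 for tbx2.L (SE, n = 3 per group, adjusted p = 0.838, 0.0249 in the blocked fit over all stages) and -1.20 ± 0.35 for tbx3.S (adjusted p = 0.936). Their other copies gave -1.06 ± 0.37 for tbx2.S (blocked fit 0.0429) and -0.94 ± 0.45 for tbx3.L (blocked fit 0.0331). Mespa, a marker of early cardiac mesoderm, had changes of -0.69 ± 0.17 for mespa.L (adjusted p = 0.782, blocked fit 0.0375) and -0.59 ± 0.32 for mespa.S (adjusted p = 1). As folds these are 2.14 for tbx2.L, 2.30 for tbx3.S and 1.61 for mespa.L.

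All 6 cardiac regulators that the paper names were lower at late gastrula, and 3 of them when adjusted over the list alone (camera, adjusted p = 3.13e-06; adjusted p = 0.0747 with an estimated correlation). This list was chosen by the study on these samples and is not independent evidence. It was lower in 6 of 6 at early neurula (adjusted p = 0.00402; adjusted p = 0.166 with an estimated correlation) and in 5 of 6 at early gastrula (adjusted p = 0.00736; adjusted p = 0.322 with an estimated correlation). A separate list of 20 genes of the cardiac program had 18 lower at late gastrula (adjusted p = 2.36e-09), 16 at early neurula (adjusted p = 0.000406; adjusted p = 0.166 with an estimated correlation) and 14 at early gastrula (adjusted p = 0.0213; adjusted p = 0.343 with an estimated correlation). Adjusted over this list alone, 1 gene was lower at early gastrula and 0 later, where 3 and 4 had an unadjusted p under 0.05 in the unpaired limma test, while the blocked fit over all stages called 6 and 8. At early neurula hand1.L, of the lateral plate, had a change of -2.19 ± 0.77 (adjusted p = 0.684, blocked fit 0.0158) and gata5.L one of -0.54 ± 0.17 (adjusted p = 0.619, blocked fit 0.0498). Both early gastrula calls were lost without Gam1 replicate 1 (0.114 for each list), without Gam1 replicate 2 (0.570 for the paper's list, 0.668 for the other), without water replicate 1 (0.0716 and 0.575) and without water replicate 3 (0.626 and 0.674). With the replicate block and all arrays camera gave 0.0126 for each list.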

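The signal of twist1.L, a regulator of mesoderm and migrating cells, was low at early gastrula, at 3.48 ± 0.08 (SD, n = 3) in Gam1 and 3.31 ± 0.22 in water embryos. By late gastrula it had reached 6.55 ± 0.51 in water and 4.75 ± 0.45 in Gam1 embryos. This is a log2 change of -1.81 ± 0.38 (SE, adjusted p = 0.631, 0.00501 in the blocked fit over all stages), lower in all 3 pairs of arrays.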

*Twist,* which is down regulated at early gastrula and considerably more at late gastrula, has also been implicated in cardiogenesis (reviewed in [41]). Thus, the predominant phenotypes in heart development can be explained by multiple effects on the cardiac transcription program that results from depletion of SUMOylation activity.

### Co-expression analysis

The expression of the differentially expressed genes were compiled across the three time points and compared using the module/cluster detection algorithm implemented in R package WGCNA [42]. The differentially regulated genes were compiled into eight syn-expression clusters based on the similarity of expression changes across all three time points. The gene lists from individual clusters were analyzed using the MetaCore transcriptional regulation algorithm. Each cluster returned a similar set of top transcription factors that are similar to the individual lists returned for both the differentially expressed and unchanged genes (Table 1). This observation further supports the idea that the most highly connected transcription factors are those that are widely used to control the greatest number of genes in any list. This strongly argues that co-expression in this case cannot be traced to a single transcription factor or set of transcription factors acting as master regulators.

### Signaling pathways sensitive to diminished SUMOylation activity

We chose a non-lethal level of Gam1 expression in order to identify developmental processes that are potentially regulated by SUMOylation. This strategy will only identify those that are most sensitive to loss of this activity. Because the effects of this post-translational modification are widespread and not limited to gene regulatory proteins, we have used the predominant phenotypes of Gam1-injected embryos as a guide to examine some of the signaling pathways that appear to be the most vulnerable to this perturbation. The list of differentially expressed genes was uploaded into MetaCore and analyzed for their presence in known biochemical pathways. Analysis focused on those pathways with outcomes related to the observed phenotypes of failed blastopore or neural tube closure, shortened A–P axis, and cardiovascular deformations. Three pathways, (i) non-canonical Wnt signaling, (ii) epithelial to mesenchymal transition (EMT), and (iii) the Ets-1 pathway, contain multiple differentially expressed genes and were chosen as examples of cases where disruption of SUMOylation can be related to the observed phenotypes.

### Non-canonical Wnt/PCP signaling

Wnt signaling can be divided into two broad groups, canonical and non-canonical, based on outcome. Canonical signaling is dependent on β-catenin and regulates transcription of target genes, while non-canonical is independent of β-catenin and regulates cell polarity and calcium levels [43]. The non-canonical signaling pathway leads to activation of Rho and reorganization of the cytoskeleton and changes in cell polarity. Specific Wnt proteins are classified as canonical or non-canonical based on their ability to induce secondary axes in *Xenopus* embryos. 

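For nodal3.1.L and sia1.L, targets of canonical Wnt signaling, no difference between Gam1 and water embryos passed adjustment. The organizer gene nodal3.1.L had log2 changes of 0.28 ± 0.24 at early gastrula, 1.22 ± 0.59 at late gastrula and 0.51 ± 0.86 at early neurula (SE, n = 3 per group, adjusted p = 1, 1 and 0.989). The homeobox gene sia1.L, which starts organizer formation, had a change of -0.10 ± 0.32 at early gastrula (adjusted p = 1) and lay near the floor afterwards. A wider list of 20 canonical Wnt ligands, mediators and targets had 13 genes lower and 7 higher at each stage. It was called lower at late gastrula (camera, adjusted p = 0.0304; adjusted p = 0.279 with an estimated correlation) but not at early gastrula (adjusted p = 0.521) or early neurula (adjusted p = 0.0716). None of its genes passed over all genes in the unpaired limma test at late gastrula, with 4 lower and 1 higher at an unadjusted p under 0.05, and 2 were lower when adjusted over the list alone. The blocked fit over all stages called 1. The transcription factor gene sp5.L had a change of -0.43 ± 0.13 and the feedback inhibitor gene axin2.L one of -0.18 ± 0.05 (adjusted p = 1 for each). Without Gam1 replicate 2, Gam1 replicate 3, water replicate 1 or water replicate 3 the late gastrula list had an adjusted p of 0.176, 0.144, 0.373 or 0.117, and the early neurula list reached 0.0414 without Gam1 replicate 1 and 0.0381 without water replicate 2.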

The latter, which includes Wnt4, Wnt5a, and Wnt11 [44–46] have little or no dorsalizing effect and do not activate known Wnt target genes such as *nodal3.1* (*Xnr3*) and *sia1* (*Siamois*), whose expression is not changed in Gam1 embryos.

Several Wnt and Fzd genes are misregulated in SUMOylation deficient embryos (Fig. 5). 

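Frizzled receptor genes of non-canonical Wnt signaling had lower signals in Gam1 embryos, though none passed adjustment in the unpaired limma test. At late gastrula fzd2.S had a log2 change of -0.45 ± 0.10 (SE, n = 3 per group, adjusted p = 0.645), larger than its SD of 0.04 within each group. Its early gastrula change was -0.91 ± 0.29 at a low signal (adjusted p = 1) and its early neurula change -0.20 ± 0.11 (adjusted p = 0.849). Frizzled-10 was lower at the later stages, where the 2 probe sets of fzd10.S gave -0.91 ± 0.42 and -0.80 ± 0.33 at late gastrula (adjusted p = 1, 0.0101 and 0.0194 in the blocked fit over all stages). At early neurula these were -0.74 ± 0.18 and -0.66 ± 0.13 (adjusted p = 0.454 and 0.322, blocked fit 0.0131 and 0.0258), and fzd10.L had -0.61 ± 0.18 (adjusted p = 0.611). Frizzled-7, the receptor for Wnt11 in gastrulation, had 5 probe sets, each lower in all 3 pairs at every stage. Their changes lay between -0.50 and -0.21 at late gastrula and between -0.67 and -0.22 at early neurula, with 1 under 0.05 in the blocked fit over all stages (0.0378).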

Three Fzd genes of the non-canonical pathway (*fzd2, fzd7* and *fzd10*) are down regulated at one or more time points. Two Wnt genes (*wnt8b* and *wnt11*) are also down regulated. 

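In water embryos the Wnt ligand gene wnt8b.S was near the floor at early gastrula and stood at 3.25 ± 0.32 (SD, n = 3) at late gastrula and 3.38 ± 0.12 at early neurula. Gam1 embryos had 2.37 ± 0.14 and 2.23 ± 0.07, near the floor, so the sizes of the changes are lower limits. The log2 changes were -0.88 ± 0.18 (SE, adjusted p = 0.610, 0.0209 in the blocked fit over all stages) and -1.15 ± 0.07 (adjusted p = 0.0912, blocked fit 0.00523). Wnt11, the ligand that drives convergent extension, had a higher signal. For wnt11.S it was 7.23 ± 0.22 (SD) in Gam1 and 8.04 ± 0.23 in water embryos at late gastrula, a change of -0.81 ± 0.21 (adjusted p = 0.827, blocked fit 0.031). At early neurula the change was -0.98 ± 0.41 (adjusted p = 0.763, blocked fit 0.0109). Both genes were lower in all 3 pairs of arrays at these stages.

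**Figure D3:**
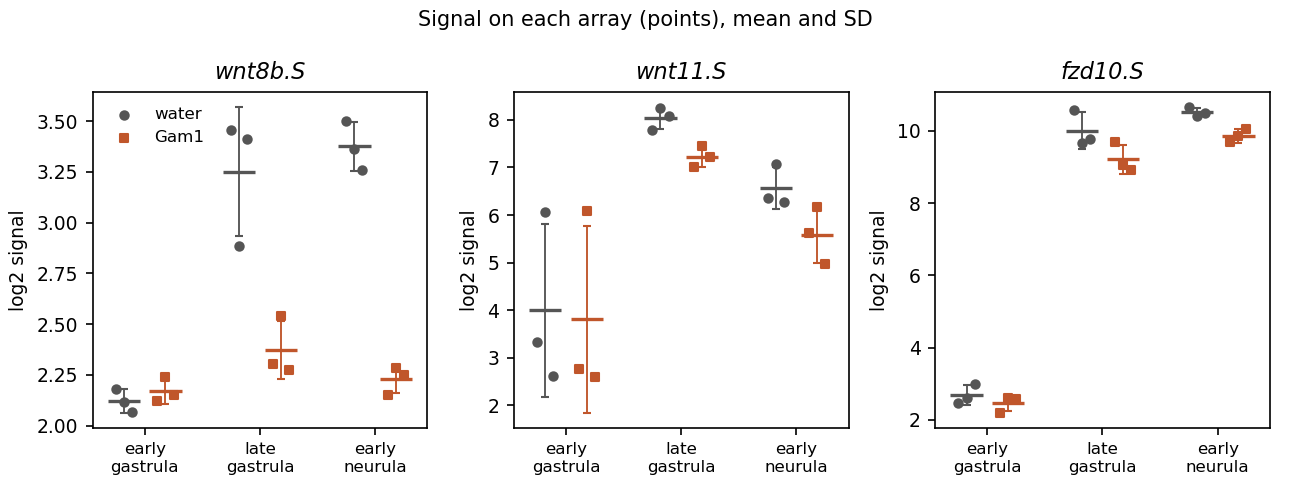
Log2 signal of wnt8b.S, wnt11.S and fzd10.S on each array of water and Gam1 embryos at the 3 stages (points), with the mean and SD of 3 arrays. The Gam1 means lie below the water means at late gastrula and early neurula, by 0.88 and 1.15 for wnt8b.S.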

Wnt8b has not been specifically implicated in non-canonical signaling; however, it is often placed in the same group as Wnt11, since both have similar temporal roles, activating canonical pathways in oocytes and pre-MBT embryos, but non-canonical pathways during gastrulation [47, 48]. Both Wnt8 and Wnt11 can bind to Fzd7 [49].

**Fig. 5:**
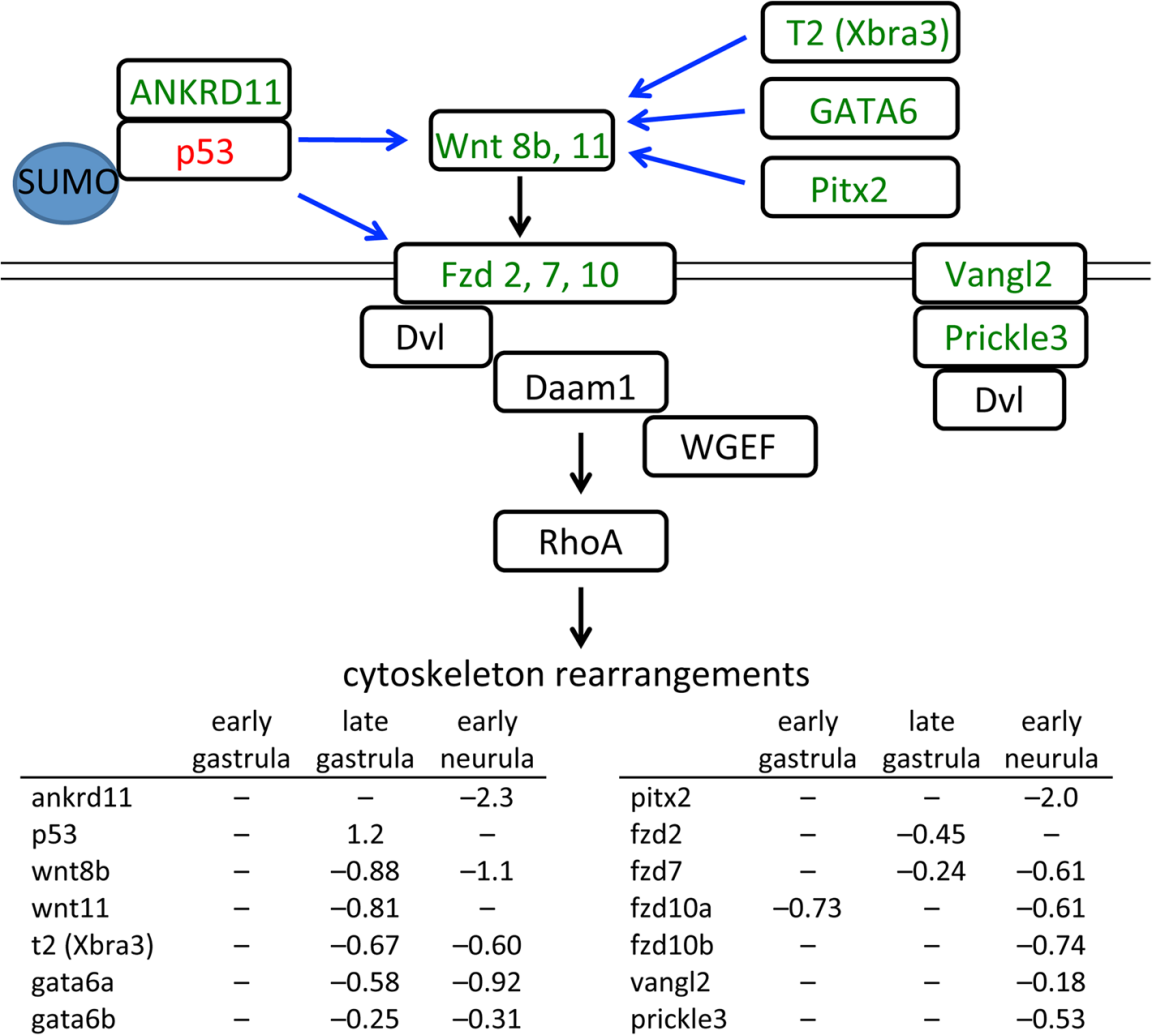
Changes in gene expression in the non-canonical Wnt/PCP signaling pathway. Decreased mRNA levels in Gam1 embryos relative to control embryos is represented by *green* and increased levels by *red*. Documented targets of SUMOylation are indicated. Transcriptional regulation is denoted by *blue* arrows and signaling through protein-protein interactions by *black* arrows. Log (2) changes in gene expression are listed for the three experimental time points

While Fzd2 and Fzd7 have been implicated in planar cell polarity (PCP), the interaction of the latter receptor with Wnt11 ligand appears to be the major determinant of this process [50–53]. Therefore, the observed decrease in both these receptors and ligands can account for the effect of Gam1 on convergent extension. An early manifestation of convergent extension/PCP is closure of the blastopore, which is generally delayed and often incomplete in Gam1 embryos (Fig. 2a) and is specifically attributed to forces generated by convergent thickening (CT) [54]. Convergent extension underlies the intercalation of mesodermal cells that drives the elongation of the A–P axis, which is also compromised in the SUMOylation deficient embryos. Both Wnt 11 and Fzd7 have been implicated in A–P axis elongation. A constitutively active form of the Rho GTPase, Cdc42, rescues axis elongation effects caused by expression of a truncated form of Fzd7, while a dominant negative form of Cdc42 rescues the inhibition of axis elongation that occurs with Wnt11 and Fzd7 overexpression [50]. In some cases, Fzd7 and Fzd2 act redundantly in convergent extension [55], which likely accounts for the high penetrance of convergent extension phenotypes in Gam1 embryos, since we measure a decrease in expression of both receptors during late gastrula.

Disruption of the non-canonical Wnt pathway can also account for the cardiac and neural tube defects that occur later in embryo development. Wnt 11 and Fzd7 are required at multiple points during *Xenopus* heart development, not only early in the specification of cardiac progenitor cells, but also in cardiac morphogenesis (septation and outflow tract development) [56–61]. The ensuing decreased activity of Dishevelled (Dvl) in Gam1 embryos is fully consistent with the cardiac and neural tube phenotypes of Dvl-deficient mice and *Xenopus* [62–64].

Two other PCP core components, Vangl2 and Prickle3, are modestly reduced at early neurula stage, a period when a complex of these two proteins is required for the radial cell intercalations that sustain neural tube closure [65, 66]. 

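At early neurula prickle3.L, a core gene of planar cell polarity, had a signal of 4.12 ± 0.07 (SD, n = 3) in Gam1 and 4.65 ± 0.07 in water embryos. The log2 change was -0.53 ± 0.10 (SE, adjusted p = 0.337, 0.0136 in the blocked fit over all stages). For its partner vangl2, the change in vangl2.S was -0.18 ± 0.07 (adjusted p = 0.724), and the probe sets of vangl2.L gave -0.13 and -0.36. Prickle3.L and vangl2.S were lower in all 3 pairs of arrays. Dact1.L, a regulator of Dishevelled that is not among the genes of Fig. 5, had a change of -0.44 ± 0.13 (adjusted p = 0.601, blocked fit 0.0136).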

Notably, the polarization of the Prickle3/Vangl2 complex to anterior cell edges has been linked to Wnt11 signaling [67]. Vangl2 also plays a critical role in heart formation that is independent of neural tube closure. In mice, knock down of Vangl2 specifically in undifferentiated cells of the second heart field prevents lengthening of the outflow tract due to a failure of these cells to polarize and differentiate [68]. These early abnormalities lead to later defects in cardiac morphology. 

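Genes of non-canonical Wnt signaling and planar cell polarity were lower in Gam1 embryos as a group from late gastrula on. All 11 measured genes of Fig. 5 were lower at both later stages, with a median log2 change of -0.45 at late gastrula. Ranked against other genes they fell at late gastrula (camera, adjusted p = 8.39e-09) and at early neurula (adjusted p = 6.22e-11; adjusted p = 0.141 with an estimated correlation). When adjusted over the list alone, 6 were lower at late gastrula and 5 at early neurula. These genes were chosen by the study on the same samples, so their direction is not independent evidence.

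A list of 28 core genes of the pathway, written after the supplementary table had been read and sharing genes with Fig. 5, had 21 lower and 7 higher at late gastrula, with a median change of -0.09 (camera, adjusted p = 0.000777; adjusted p = 0.062 with an estimated correlation). At early neurula 18 were lower and 10 higher (adjusted p = 0.0104; adjusted p = 0.166 with an estimated correlation; 0.0902 without water replicate 1). None of the 28 passed over all genes in the unpaired limma test, with 5 lower at an unadjusted p under 0.05 at late gastrula and 4 at early neurula, and 0 and 2 were lower when adjusted over the list alone. Over all genes the blocked fit over all stages called 3 and 5. Its members with the smallest p at late gastrula were fzd2.S, wnt11.S, fzd7.L and dact1.L, of which 3 also stand in Fig. 5. At early gastrula both lists were called lower (adjusted p = 0.0436 for Fig. 5 and 0.0301 for the core genes; adjusted p = 0.322 for each with an estimated correlation). These early calls held when water replicate 2 was left out and were lost without Gam1 replicate 1 (0.114 for each), Gam1 replicate 2 (0.570 and 0.611), Gam1 replicate 3 (0.131 and 0.184), water replicate 1 (0.816 and 0.843) and water replicate 3 (0.351 and 0.157). With the replicate block and all arrays camera gave 0.0489 and 0.0038.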

Decreased expression of several members of the non-canonical Wnt signaling pathway combined with those of the PCP pathway can account for the most prominent phenotypes of the SUMOylation-deficient *Xenopus* embryos and strongly suggest that disruptions in this post-translational modification potentially underlie congenital birth defects of the neural tube and heart [30, 69].

Because several Wnt and Fzd genes are down regulated in the Gam1 embryos, it is reasonable to speculate that they share one or more common transcriptional regulators that can coordinate their expression; however, it has not been possible to discern a single master regulator. Transcription factor network building indicated p53 activity as the most likely source for dysregulation of non-canonical Wnt signaling. At all three time points, p53 is in the top five transcription factors most highly connected to differentially expressed genes. Surprisingly, p53 shows a two-fold increase in expression at late gastrula in Gam1 embryos. However, regulation of p53 activity by SUMOylation is complex with the modification having a positive, negative, or no effect depending on the target gene in question [70]. Moreover, ANKRD11, a coactivator of p53 [71], shows a five-fold decrease in expression by early neurula stage. 

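Targets of p53 were higher in Gam1 embryos at late gastrula and early neurula. Of 26 measured targets, which include genes of cell cycle arrest, DNA repair and the stress response, 16 were higher and 10 lower at late gastrula, with a median log2 change of 0.29. The list rose (camera, adjusted p = 2.18e-05; adjusted p = 0.0889 with an estimated correlation). At early neurula 17 were higher and 9 lower, with a median of 0.12 (adjusted p = 0.00191; adjusted p = 0.141 with an estimated correlation). At early gastrula the adjusted p was 0.521. The values of ccng1, sesn1, ppm1d, aen, tnfrsf10b and plk2 in the supplementary table had been seen when the list was written.

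Polk.L, a DNA polymerase that copies past damage, had a change of 2.94 ± 0.48 at late gastrula (SE, n = 3 per group, adjusted p = 0.499, 0.00761 in the blocked fit over all stages) and of 3.65 ± 0.42 at early neurula (adjusted p = 0.149, blocked fit 0.00217). The DNA repair gene parp3.L had a late gastrula change of 3.70 ± 0.59 (adjusted p = 0.499, blocked fit 0.00676), and a second probe set of sesn1.L one of 2.33 ± 0.38 (adjusted p = 0.499, blocked fit 0.0104). At early neurula plk2.L had one of 1.91 ± 0.38 (adjusted p = 0.338, blocked fit 0.033). When adjusted over the list alone, 7 targets were higher at late gastrula and 6 at early neurula, and none passed over all genes in the unpaired limma test, with 7 higher at an unadjusted p under 0.05 at each stage. A list of 14 apoptosis genes was not called (camera, adjusted p = 0.918, 0.211 and 0.130 at the 3 stages, and 0.0453 at early neurula without water replicate 2). Its member tnfrsf10b.L, a death receptor, had an early neurula change of 0.88 ± 0.23 (adjusted p = 0.509, blocked fit 0.0261).

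**Figure D4:**
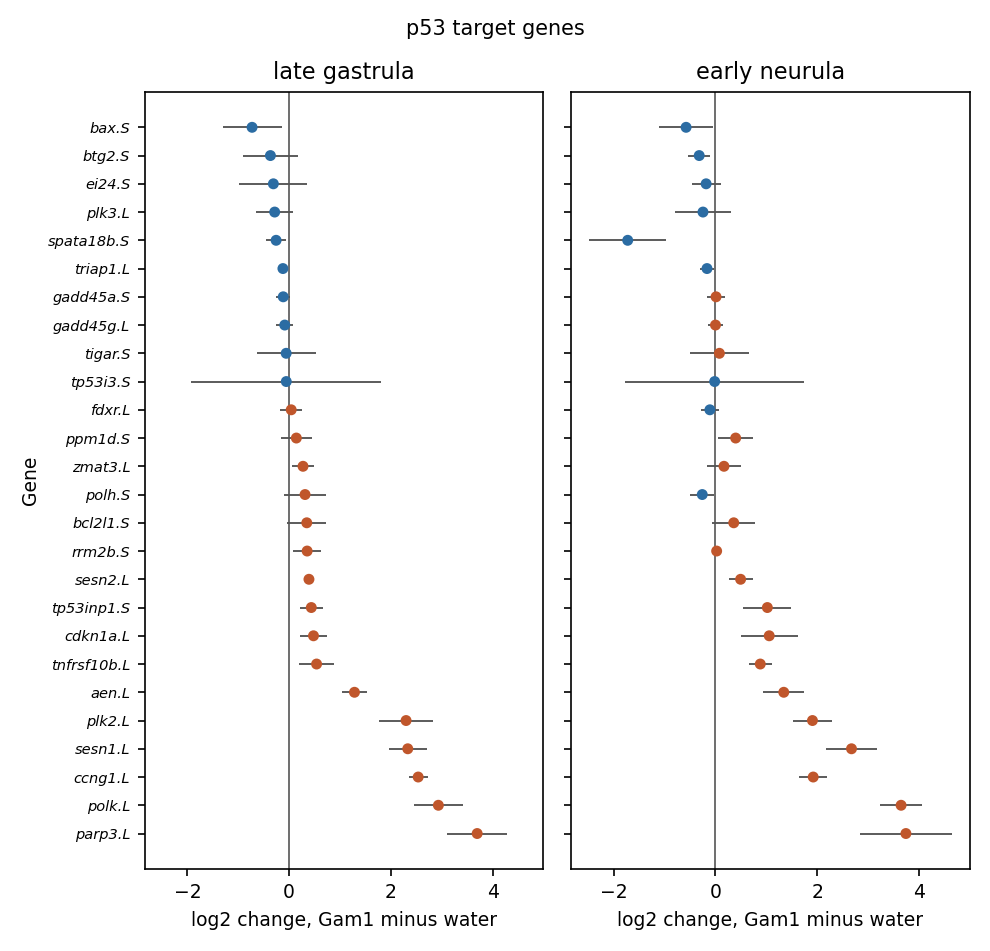
Log2 change of the 26 measured p53 targets, Gam1 over water embryos, at late gastrula and early neurula (points, with SE from limma, 3 arrays per group); the line at 0 marks no change. At late gastrula 16 points lie above 0 and 10 below.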

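Ankrd11 mRNA was lower in Gam1 embryos at early neurula, in all 3 pairs of arrays. Its 2 probe sets, both of ankrd11.L, gave log2 changes of -2.31 ± 0.64 (SE, n = 3 per group, adjusted p = 0.567, 0.0429 in the blocked fit over all stages) and -1.75 ± 0.61 (adjusted p = 0.675, blocked fit 0.0307). The first stood at 5.80 ± 0.80 (SD) in Gam1 and 8.10 ± 0.95 in water embryos. At late gastrula replicates varied more than the groups differed, with changes of -0.72 ± 0.98 and -0.29 ± 1.23 (adjusted p = 1 for each).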

Our results indicate that SUMOylation of p53 and/or one of its partners plays a critical role in the regulation of non-canonical Wnt pathway genes during *Xenopus* gastrulation and neurulation (Fig. 5). In addition, decreased expression of transcription factors GATA6 [72], Pitx2 [73], and T2 (Xbra3) [74] can also contribute specifically to the decrease in *wnt11* mRNA expression (Fig. 5).

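Gata6, a regulator of heart and endoderm, had lower mRNA in Gam1 embryos at both later stages. Probe set Xl2.23009.1.S1_at of gata6.S had log2 changes of -0.58 ± 0.17 at late gastrula (SE, n = 3 per group, adjusted p = 0.944) and -0.61 ± 0.21 at early neurula (adjusted p = 0.673). The other gave -0.81 ± 0.41 and -0.92 ± 0.28 (blocked fit over all stages 0.0455 at early neurula), and gata6.L gave -0.25 ± 0.07 and -0.31 ± 0.09. The brachyury-related gene tbxt.2.S had changes of -0.67 ± 0.15 at late gastrula (adjusted p = 0.661) and -0.60 ± 0.17 at early neurula (adjusted p = 0.587). In part from networks of transcription factors, in which p53 was highly connected to the changed genes, and from the lower ankrd11, a coactivator of p53, the paper infers that SUMOylation of p53 or a partner has a role in controlling non-canonical Wnt genes, and it notes that the effect of SUMOylation on p53 differs between target genes. It proposes that the lower levels of these transcription factors add to the decrease in wnt11.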

### Epithelial to mesenchymal transition

The epithelial to mesenchymal transition (EMT) is a hallmark of early vertebrate development and patterning of the embryo [75, 76]. In *Xenopus*, EMT changes allow for the presumptive mesoderm to migrate inward during gastrulation, and disruptions in EMT signaling lead to developmental defects in gastrulation and later patterning of the embryo [77]. One important pathway involves control of EMT genes by the transcription factors snail 1 (*snai1*) and twist (*twist1*) [75, 76, 78]. Although the expression of *snai1* and *twist1* genes requires high mobility group A-T hook 2 (HMGA2), the two genes appear to be under distinct regulatory control [79]. HMGA2 binding to the *snai1* promoter involves formation of a complex with phosphorylated SMADs activated by TGFβ signaling [80]. Conversely, HMGA2 is able to bind directly to the *twist1* promoter in the absence of TGFβ signaling [79, 80]. HMGA2 is a known target of SUMOylation [81, 82] that has been directly implicated in *Xenopus* EMT and migration of neural crest cells [83] as well as *Xenopus* cardiogenesis [84]. The different behavior of HMGA2 at the *snai1* and *twist1* promoters is reflected in the different effect of Gam1 on the expression of these two genes. *Twist* expression was reduced at all three time points. In contrast, no misregulation of *snai1* was observed.

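By early neurula twist1.L stood at 6.33 ± 0.13 (SD, n = 3) in Gam1 and 6.95 ± 0.26 in water embryos. Its log2 change was -0.62 ± 0.23 (SE, adjusted p = 0.707), lower in all 3 pairs of arrays. The 5 measured genes of Fig. 6, twist1.L, zeb2.S, vim.L, cldn4.L and gjb2.L, which act in the shift of epithelial cells to a migrating state, were all lower at late gastrula and early neurula on their probe sets of highest mean. Another probe set of cldn4.L was higher at both stages. As a list they fell at late gastrula (camera, adjusted p = 4.3e-07) and early neurula (adjusted p = 0.000362; adjusted p = 0.141 with an estimated correlation), but not at early gastrula (adjusted p = 0.918). When adjusted over the list alone, 2 were lower at each later stage. The study chose this list on the same samples, so its direction is not independent evidence.

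**Figure D5:**
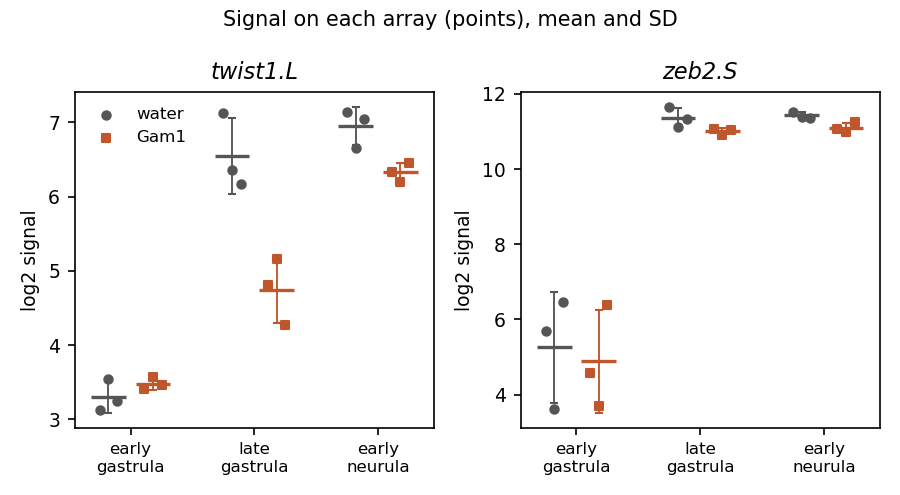
Log2 signal of twist1.L and zeb2.S on each array of water and Gam1 embryos at the 3 stages (points), with the mean and SD of 3 arrays. For twist1.L the Gam1 mean lies above the water mean at early gastrula (3.48 against 3.31) and below it at late gastrula and early neurula.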

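For snai1.S, a repressor of epithelial genes, the log2 changes were -0.24 ± 0.36 at early gastrula, -0.34 ± 0.14 at late gastrula and -0.34 ± 0.19 at early neurula (SE, n = 3 per group, adjusted p = 1, 1 and 0.837). Its signal was high throughout, at 11.86 ± 0.17 (SD) in water and 11.52 ± 0.20 in Gam1 embryos at late gastrula. The late gastrula and early neurula values were lower in all 3 pairs of arrays.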

The microarray analysis detected disruptions in the twist/snail pathway that potentially increase epithelial and decrease mesenchymal characteristics that contribute to the observed gastrulation defects and failure of the blastopore to close (Fig. 6). 

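The gene zeb2.S, a repressor of E-cadherin, had an early neurula signal of 11.10 ± 0.14 (SD, n = 3) in Gam1 and 11.43 ± 0.09 in water embryos on probe set Xl2.958.1.S2_at. This is a log2 change of -0.33 ± 0.09 (SE, adjusted p = 0.578), or 1.25 as a fold, lower in all 3 pairs. Its other probe set gave -0.34 ± 0.13. At late gastrula the changes were -0.36 ± 0.15 and -0.51 ± 0.28 (the latter 0.0415 in the blocked fit over all stages).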

Twist and Snail1 form a complex to control expression of the EMT-specific transcription factor, Zeb-2, which is down regulated 1.3-fold at early neurula. Zeb-2 is responsible both for activation of genes that promote a mesenchymal phenotype and repression of genes that promote an epithelial phenotype [85]. Moreover, Zeb-2 is a target of SUMOylation, which controls its activity in a promoter-specific fashion [86]. ZO-2 (*tjp2*), an integral component of tight junctions normally down-regulated by Zeb-2 in mesenchymal cells, allowing for increased cell movement, is up-regulated at late gastrula and early neurula in Gam1 embryos. 

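The intermediate filament gene vim.L of mesenchymal cells had log2 changes of -0.31 ± 0.14 at late gastrula and -0.29 ± 0.09 at early neurula (SE, n = 3 per group, adjusted p = 1 and 0.601), and vim.S one of -0.19 at early neurula. Connexin 26, a gap junction protein, had late gastrula changes of -0.40 ± 0.10 and -0.37 ± 0.53 on the 2 probe sets of gjb2.L (adjusted p = 0.834 and 1). The tight junction gene cldn4.L had 3 probe sets that did not move together. At late gastrula 2 were lower, by -0.40 and -0.21 ± 0.08, and 1 was higher, by 0.20 ± 0.07 (adjusted p = 1 for each). They gave -0.25, -0.10 and 0.27 at early neurula.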

Vimentin (*vim*), claudin 4 (*cldn4*), and connexin26 (*gjb2*) normally up regulated in mesenchymal cells, are down regulated in Gam1 embryos [87, 88].

**Fig. 6:**
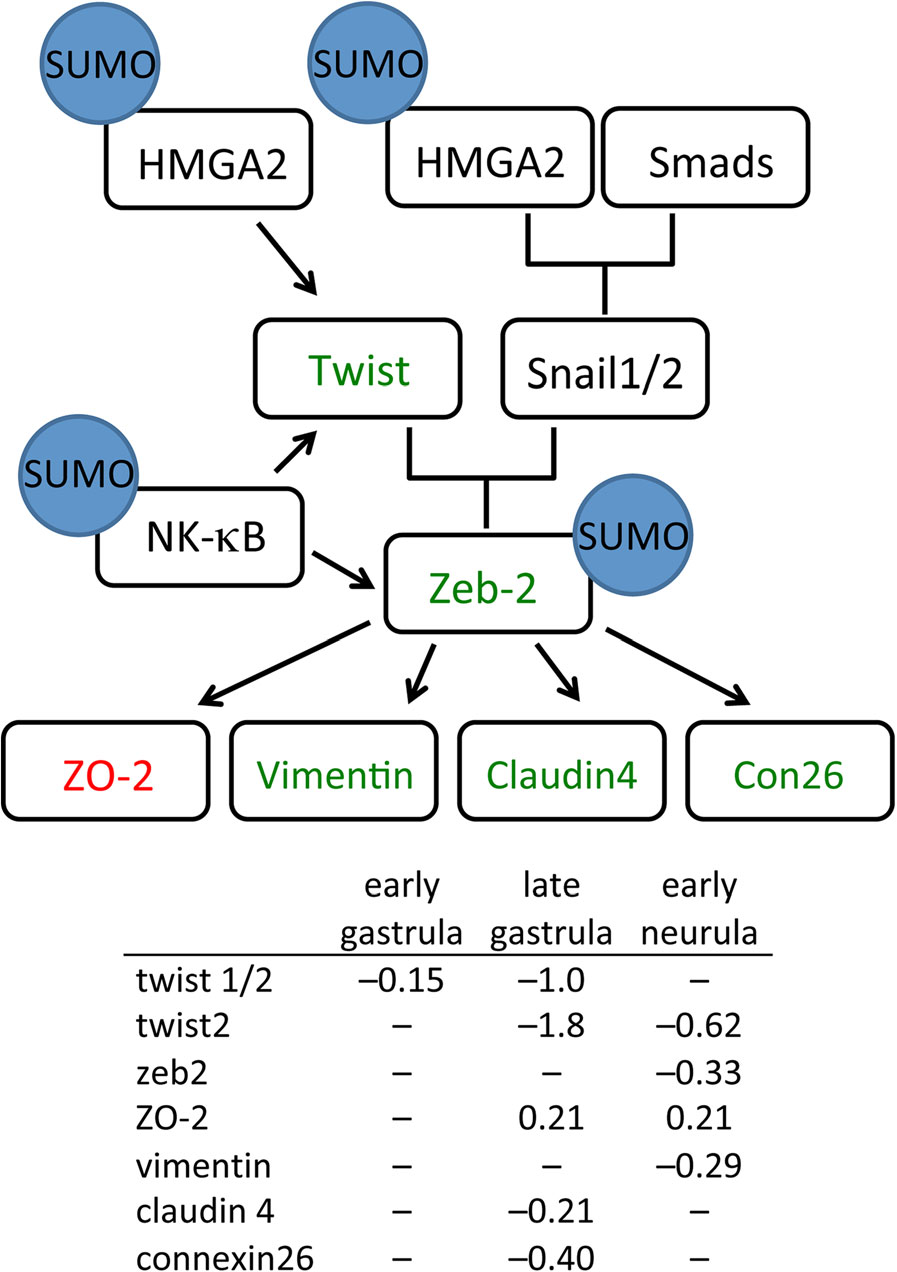
Changes in gene expression in the Twist/Snail pathway. Decreased mRNA levels in Gam1 embryos relative to control embryos is represented by *green* and increased levels by *red*. Documented targets of SUMOylation are indicated. Transcriptional regulation is denoted by *black* arrows. Log (2) changes in gene expression are listed for the three experimental time points

SUMO possibly impacts this pathway at a second point. NF-κB/p65 an activator of Twist and Zeb2 expression [89], is regulated by a negative feedback loop involving the SUMOylation of the p65 (RELA) subunit [90] that can account for the decreased expression these two transcription factors. In combination, the altered expression of the proteins in this pathway is expected to contribute to an epithelial-like character that impedes cell migration during gastrulation and neurulation, resulting in phenotypes such as the observed incomplete closure of the neural tube and shortened A–P axis. On the other hand, the constant level of *snail1* expression can account for the unperturbed levels that we measure of other regulators of the EMT (e.g.*,* E-cadherin, N-cadherin, fibronectin, and occludin).

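No difference in the adhesion genes passed adjustment in the unpaired limma test, and the cadherins scattered widely. N-cadherin, cdh2.L, at the floor in Gam1 embryos at early gastrula, had log2 changes of -0.19 ± 0.17, -0.26 ± 0.35 and -0.44 ± 0.47 from early gastrula to early neurula (SE, n = 3 per group, adjusted p = 1, 1 and 0.946). E-cadherin, cdh1.S, had a late gastrula change of 0.68 ± 1.81 (adjusted p = 1; SE 0.42 and adjusted p = 0.365 in the blocked fit over all stages). The fibronectin gene fn1.S was high and nearly equal in both groups, at 13.49 ± 0.08 (SD) in Gam1 and 13.51 ± 0.12 in water embryos at early neurula on its strongest probe set. A weaker one had a late gastrula change of -0.18 ± 0.10 (blocked fit over all stages 0.0461). Occludin, ocln.S, had changes of 0.10 ± 0.45, 0.23 ± 0.36 and 0.10 ± 0.33. As a list, these genes with snai1.S, 5 in all, were not called at any stage (camera, adjusted p = 0.750, 0.409 and 0.406). The study chose them on these samples.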

### Ets-1 pathway

Pathway analysis of the microarray data revealed that perturbation of Ets-1 activity is another likely contributor to the phenotypes exhibited by Gam1 embryos [91–94]. The regulation of Ets-1 during development is complex and occurs through the integration of multiple types of post-translational modification: phosphorylation, acetylation, ubiquitination, and SUMOylation [92, 94, 95]. Furthermore, Ets factors can either enhance or repress transcription [96]. Ets-1 can be SUMOylated at two lysine residues (K15 and K227), resulting in the loss of transcriptional activation activity [92]. Conversely, Ets-1 phosphorylated at threonine 38 by MAPK, as a result of Ras activation, increases its transcriptional activation activity (Fig. 7). The SUMOylation of two targets in the Ras/Raf-MEK-MAPK phosphorylation pathway indirectly influence Ets-1. Ras-1 is a target for SUMO modification, which is required for Ras-dependent activation of MAPK [97]. In contrast, SUMOylation of the downstream target MEK blocks its interaction and activation of MAPK [98]. Down regulation of several genes controlled by Ets-1 in Gam1 embryos indicates that inactivation of the Ras pathway and the resulting dephosphorylation of Ets-1 has the greatest impact on the activity of this transcription factor.

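Genes of Fig. 7 had changes in both directions in Gam1 embryos, with more of them lower. Of 10 measured, 7 were lower at late gastrula (camera, adjusted p = 0.0317; adjusted p = 0.151 with an estimated correlation) and 7 at early neurula (adjusted p = 0.0344; adjusted p = 0.179 with an estimated correlation, and 0.0599 with the replicate block). At early gastrula the adjusted p was 0.345. With the replicate block the late gastrula list had 0.0273. No member passed over all genes in the unpaired limma test or when adjusted over the list alone. At an unadjusted p under 0.05, 3 were lower and 1 higher at late gastrula and 3 lower at early neurula. The study chose this list on the same samples, so its direction is not independent evidence. Cdc16.L, a subunit of the anaphase-promoting complex, had an early neurula log2 change of -0.32 ± 0.12 (SE, n = 3 per group, adjusted p = 0.732, 0.0414 in the blocked fit over all stages). The ligase subunit gene skp1.L was higher, by 0.25 ± 0.11 and 0.20 ± 0.12 on its 2 probe sets (blocked fit 0.0292 for the first). The ribonucleotide reductase gene rrm1.L was higher at late gastrula by 0.25 ± 0.09 (adjusted p = 1). The phosphatase gene cdc25a had early neurula changes of -0.15 ± 0.09 for cdc25a.L and 0.24 ± 0.28 for cdc25a.S.

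A wider list of 45 genes of the cell cycle was not called at any stage (camera, adjusted p = 0.528, 0.555 and 0.427). At early neurula its median change was 0.01 and its mean -0.04. It was called lower at early gastrula without Gam1 replicate 2 (0.0171). The late gastrula call for Fig. 7 was lost without Gam1 replicate 1 (0.0543), Gam1 replicate 2 (0.104), Gam1 replicate 3 (0.055) or water replicate 2 (0.123), and the early neurula call without Gam1 replicate 2 (0.0564), Gam1 replicate 3 (0.127), water replicate 1 (0.063), water replicate 2 (0.0596) or water replicate 3 (0.0759).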

**Fig. 7:**
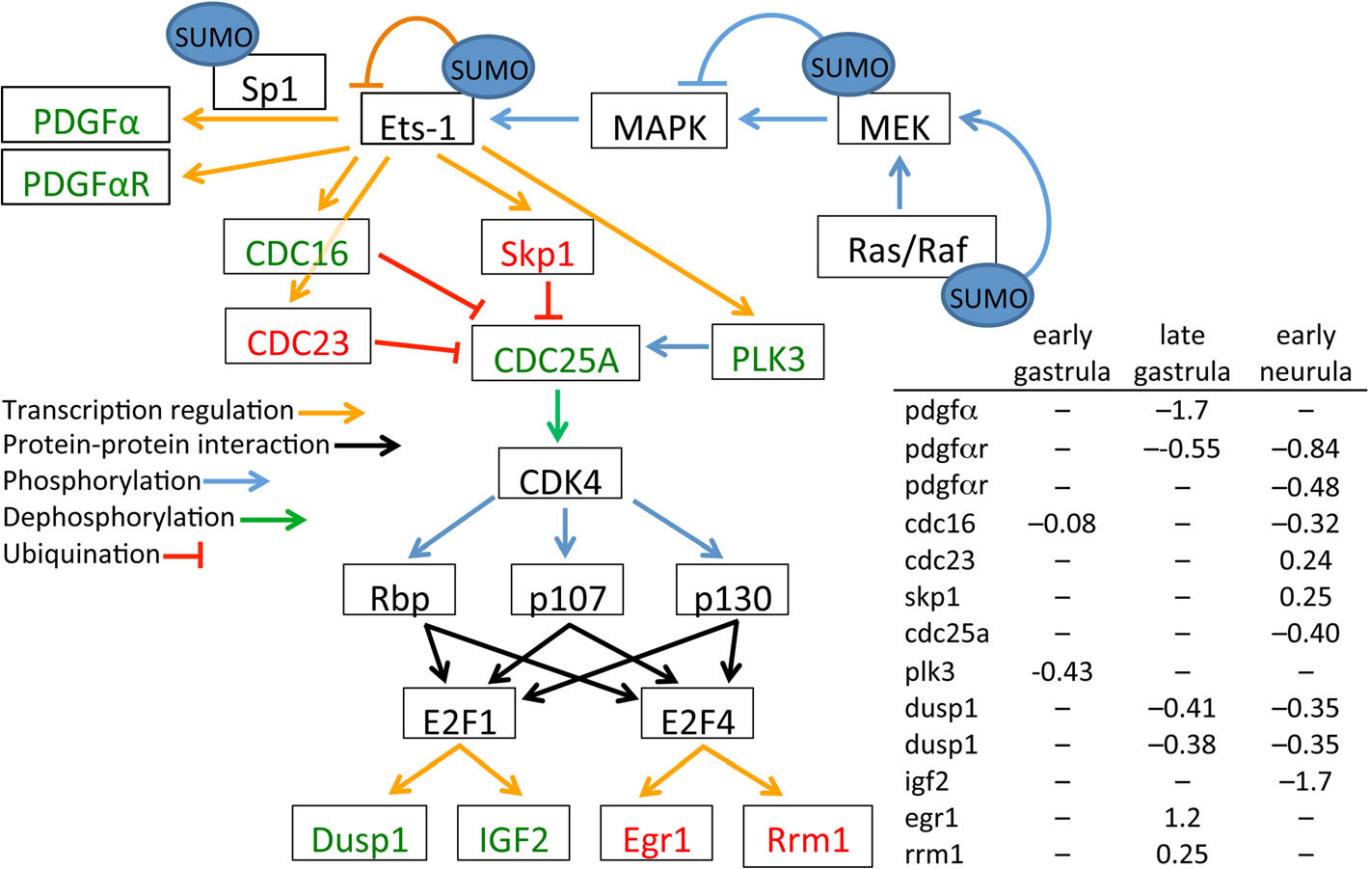
Changes in gene expression in the Ets-1 pathway. Decreased mRNA levels in Gam1 embryos relative to control embryos is represented by *green* and increased levels by *red*. Documented targets of SUMOylation are indicated. Connections by arrows represent activation and T-bars represent inhibition. Log (2) changes in gene expression are listed for the three experimental time points

Knockdown of Ets-1 in *Xenopus* neural crest cells results in defects in delamination of the neural tube and disruption of cell migration that lead to malformed outflow tracts of the heart; whereas, depletion of Ets-1 activity in heart mesoderm results in distinct phenotypes that include loss of the entire endocardium and failure to form discrete chambers [93]. 

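Platelet-derived growth factor mRNA was lower in Gam1 embryos at late gastrula. For pdgfa.S, the ligand that guides migrating mesoderm, the 2 probe sets gave log2 changes of -1.66 ± 0.44 (SE, n = 3 per group, adjusted p = 0.836, 0.0403 in the blocked fit over all stages) and -1.43 ± 0.54 (adjusted p = 1, blocked fit 0.0254). The receptor gene pdgfra.L had late gastrula changes of -0.55 ± 0.18 and -0.84 ± 0.34 (adjusted p = 1 for each) and early neurula changes of -0.84 ± 0.23 and -0.48 ± 0.19 (adjusted p = 0.536 and 0.742). Both genes were lower in all 3 pairs of arrays at these stages.

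Of 22 genes of FGF signaling and MAPK feedback, a list that includes both, 14 were lower at late gastrula, with a median change of -0.09 (camera, adjusted p = 0.0027; adjusted p = 0.174 with an estimated correlation). At early gastrula 12 were lower (adjusted p = 0.026; adjusted p = 0.348 with an estimated correlation), and at early neurula 15 (adjusted p = 0.0662). No member passed over all genes in the unpaired limma test or when adjusted over the list alone, with 6 lower at an unadjusted p under 0.05 at late gastrula, where the blocked fit over all stages called 2 over all genes. The early gastrula call was lost without Gam1 replicate 1 (0.114), Gam1 replicate 2 (0.830), water replicate 1 (0.25) or water replicate 3 (0.727), and the early neurula list was called without Gam1 replicate 1 (0.0134) or water replicate 2 (0.00548). With the replicate block and all arrays camera gave 0.00878 at early gastrula.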

Two Ets-1 target genes, platelet derived growth factor α (*pdgfa*) and PDGFα receptor (*pdgfra*), are down regulated. There is abundant evidence that PDGFα is necessary very early in heart development for the proper migration of cardiomyocytes to the midline and formation of the heart tube [99–101]. Ets-1 works in concert with Sp1 to activate transcription of the PDGFα gene [102]. Like Ets-1, Sp1 is repressed by SUMOylation [103] and activated by MAPK [104], potentially amplifying the effect of Gam1 on the expression of *pdgfa* and *pdgfra.*

Gastrulation defects in developing *Xenopus* embryos are also observed when PDGFα signaling is disrupted [105–107]. PDGFα is expressed in the blastocoel roof of the developing embryo and its receptor is expressed in the migrating mesoderm. This complementary expression of ligand and receptor orients and directs the movement of mesodermal cells inward during gastrulation. Interfering with PDGFα signaling randomizes internal movement of these cells and prevents proper convergent extension [106]. This disruption leads to improper patterning and phenotypes that include incomplete blastopore closure and shortened axis elongation. Mice with mutations in the PDGFαR display severe skeletal abnormalities, cleft face, and *spina bifida* [108, 109], with the latter being a frequent phenotype in Gam1 embryos.

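The MAP kinase phosphatase gene dusp1.L, an early response gene, had log2 changes of -0.41 ± 0.12 and -0.38 ± 0.10 at late gastrula on its 2 probe sets (SE, n = 3 per group, adjusted p = 0.904 and 0.859, 0.044 for the first in the blocked fit over all stages). At early neurula both gave -0.35 (adjusted p = 0.657 and 0.611, blocked fit 0.0487 and 0.0493). The other copy, dusp1.S, had a late gastrula change of -0.02 ± 0.17. Insulin-like growth factor 2 was lower at late gastrula for igf2.L, with a change of -1.42 ± 0.55 (adjusted p = 1, blocked fit 0.011), and the change in igf2.S was -0.93 ± 0.96.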

While the disruption of Ets-1 (and Sp1) activity can account for the immediate effects on PDGFα and its receptor, we note that there are also several downstream changes in gene expression that can contribute to the phenotypes of Gam1 embryos, including DUSP1 (cell migration) [110] and IGF2 (neural and eye development) [111, 112]. Of particular note, is the increased expression of the transcription factor Egr1 (late gastrula) which is a positive regulator of MyoD and a negative regulator of Xbra [113]. Consistent with the change in Egr1, we measure increased expression of MyoD (late neurula) and decreased Xbra expression (late gastrula/early neurula). Both MyoD and Xbra are critical factors in several developmental pathways.

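For myogenic myod1 and the mesodermal gene brachyury (xbra), no difference between Gam1 and water embryos passed adjustment. At early neurula, the last stage on the arrays, myod1.L had a log2 change of -0.40 ± 0.13 and myod1.S one of -0.39 ± 0.14 (SE, n = 3 per group, adjusted p = 0.657 and 0.677), lower in all 3 pairs of arrays. Of the brachyury genes, tbxt.L had changes of -0.04 ± 0.15 at late gastrula and 0.13 ± 0.16 at early neurula, and tbxt.S of 0.13 ± 0.09 and 0.26 ± 0.33 (adjusted p between 0.967 and 1). The related tbxt.2.S was lower at both stages. No probe set named for egr1 was found, so its mRNA is not analysed here.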

## Conclusions

It is now appreciated that SUMO impinges on a substantial number of biological processes, explaining why deletion of E2 conjugating enzyme is embryonic lethal in mice and zebrafish [2, 8, 11–13]. For this reason, it has been difficult to assess the role of this post-translational modification in live animals. While the magnitude of many of the changes in gene expression in Gam1 embryos is modest, the cumulative effect of disrupting multiple pathways that impinge upon a particular developmental event accounts for the frequency of the commonly observed phenotypes. The experiments here make evident that regulation by SUMO during the earliest period of embryogenesis is critical to proper development at later stages. Injection of Gam1 mRNA suppressed SUMOylation activity up to late neurula (26 hpf), yet generated phenotypes that appear later in development (e.g.*,* heart looping, 48 hpf), demonstrating the early embryonic origins that give rise to the two most common human birth defects: heart and neural tube. Transcriptome analysis has revealed those pathways that are most susceptible to diminished SUMOylation activity. The frequent occurrence of heart defects in Gam1 embryos is in accord with the prominent role SUMO plays in the regulation of cardiac gene expression [114, 115]. Indeed, in a cohort of 87 babies exhibiting atrial septal defects, five carried mutations that reduced the promoter activity of the SUMO1 gene [30], demonstrating a direct connection between deficits in this posttranslational modification and congenital heart defects. It is also clear from the experiments described here that the PCP pathway is exceptionally sensitive to depressed SUMOylation activity and this most certainly accounts for the frequent neural tube defects of the Gam1 embryos [116, 117] and supports a proposed relationship between the PCP pathway and risk for spina bifida [69]. Our transcriptomics analysis has identified disruptions in pathways that have especially great potential to contribute to these pathologies and that warrant closer clinical examination. Targeted inhibition of SUMOylation activity by Gam1 will be useful for further investigation of this post-translational modification and its causative role in birth defects.

## Methods

### Embryo preparation

Female *X. laevis* were injected with 500 units of human chorionic gonadotropin (HCG) at least 12 h prior to spawning. Testes were isolated and stored at 4 °C in high salt MBS (0.7 mM CaCl_2_, 108 mM NaCl, 1 mM KCl, 1 mM MgSO_4_, 5 mM HEPES, pH 7.8, 2.5 mM NaHCO_3_) for up to a week. Minced testis and eggs were mixed together with 3 mL 1/3 MMR (0.1 M NaCl, 2.0 mM KCl, 1 mM MgSO_4_, 2 mM CaCl_2_, 5 mM HEPES, pH 7.8) and left to fertilize at room temperature. After 10 min, eggs were flooded with additional 1/3 MMR and after an additional 30 min eggs were washed with 2% cysteine (< 5 min) in order to remove the jelly coating, upon which eggs were washed 8 times with 1/3 MMR. Embryos were injected in the animal hemisphere (volumes ranged between 5 to 30 nl) and allowed to develop at room temperature in 1/3 MMR. At least 30 min prior to harvest of the testes, the male frog is submerged in an ice water bath using a mesh basket to keep the ice away from the skin surface. The frog is decapitated, and pithed prior to removal of the testes. After removal of the testes tissue, the heart is cut and the frog pithed to ensure death prior to disposal. Female frogs are rested at least 3 months between spawnings.

### RNA synthesis

Linearized plasmid (2.5 μg) was added to a mixture containing transcription buffer (Promega), 10 mM DTT, 2.5 mM cap analog, 50 units RNasin, 200 units RNA polymerase, and 0.5 mM each UTP, ATP, CTP, GTP in a total volume of 50 uL. The reaction was incubated at 37 °C for 90 min, followed by the addition of another 200 units of polymerase and incubation for 90 additional minutes. The reaction mixture was extracted twice with phenol pH 4.5 and twice with 24:1 chloroform: isoamylalcohol. The mRNA was precipitated with ethanol, suspended in 50 ul of H_2_O and run though a NucAway spin column (Ambion) to remove unincorporated nucleotides. mRNA concentrations were determined using a NanoDrop spectrometer (Thermo Scientific), and samples were stored at − 80 °C until use.

### SUMOylation assays

Gam1 mRNA was injected into one-cell embryos, which were allowed to develop to the indicated stage (midblastula, late blastula, early gastrula, and midneurula). Twenty embryos per time point were homogenized in 22 uL of SUMO reaction buffer (Boston Biochem) and spun at 16,000 rcf for 5 min. Supernatant was removed and the protein concentration was determined by Bradford assay. Each assay conatined 25 μg of whole cell extract, 60 uM SUMO1, 5 uM Ubc9, 5 uM E2-25K (substrate peptide), 25 mM Mg-ATP in a total reaction volume of 25 uL. Control reactions contained 500 nM SAE1/SAE2 (E1 enzyme) in place of cell extract. Reactions were incubated at 37 °C for four hours. SDS loading dye was mixed with the reactions and vortexed briefly in order to stop the reaction. Assays were analyzed by SDS polyacrylamide gel electrophoresis followed by western blot.

### Western blots

Gam1 carries a single (10 amino acid) N-terminal myc tag that was detected using c-myc antibody (sc-40, Santa Cruz Biotechnology) at 1:500 dilution. For SUMOylation assays an antibody (A-603, Boston Biochem) directed against the SUMO1 substrate peptide (E-25 K) was used at 1:500 dilution. All blots were visualized using a goat anti-rabbit IgG:alkaline phosphatase fusion protein at 1:3000 dilution in conjunction with BCIP/NBT color development (Bio-Rad).

### Keller sandwich explant assays

One-cell embryos injected with either Gam1 mRNA (2.5 ng or 5.0 ng) or an equivalent volume of H_2_O and allowed to develop in 1/3 MMR until early gastrula stage (~ 9 hpf) when the blastopore lip was initially beginning to form. Embryos were maintained in 1× MBS buffer (88 mM NaCl, 1 mM KCl, 0.7 mM CaCl_2_, 1 mM MgSO_4_, 5 mM HEPES pH 7.8, 2.5 mM NaHCO_3_) during the dissection, which followed the procedure described, by Keller and Danilchik (1998).

Once the sandwich was fabricated, it was cultured in the dissection dish for one hour allowing the explants to adhere. Explant sandwiches were then moved to an agarose-coated Petri dish containing 1X MBS supplemented with 50 μg/mL gentamicin and left to culture for an additional 14 h. Samples were photographed immediately after moving them to the Petri dish (10 hpf) and again at 24 hpf using an Olympus SZX16 microscope. Scale bars on the CellSens software were used to measure the length and width of the sandwich at the mentioned time points. Explants from water-injected or Gam1-injected embryos were compared to each other to determine the level of convergence and extension. Sample sets were analyzed for significant differences using a Student’s T-Test.

### Microarray analysis

One cell embryos were injected with either 0.5 ng Gam1 mRNA in a total volume of 9.2 nL or with H_2_O as a control. Embryos were allowed to develop in 1/3 MMR at room temperature until the desired time points. Samples were taken at early gastrula (9 hpf), late gastrula (13.5 hpf) and early neurula (16.5 hpf). Twenty embryos from each time point were homogenized in 500 uL proteinase K buffer (100 mM Tris pH 8, 150 mM NaCl, 12.5 mM EDTA pH 8.0, 1% SDS, 200 μg proteinase K) and incubated at 37 °C for one hour. Samples were then extracted twice with an equal volume of phenol, pH 4.5, and twice with 24:1 chloroform:isoamylalcohol. RNA was purified using an RNAEasy spin column (Qiagen, #74104) and precipitated with 2.5 volumes of ice-cold ethanol. The concentration and purity of the samples was determined using a NanoDrop spectrometer. Prior to microarray data collection, the RNA integrity number (RIN) for each sample was determined by the Notre Dame Genomics and Bioinformatics Core Facility (GBCF) using an Agilent 2100 BioAnalyzer.

Total RNA (50–500 ng) was used for cDNA synthesis according to the GeneChip 3′ IVT Express Kit for Affymetrix microarray chips. The cDNA was then converted to double-stranded DNA and used as a template for transcription of amplified RNA (aRNA) which was labeled with a biotin-conjugated nucleotide. aRNA samples (15 μg) were subsequently purified and fragmented to produce probes for hybridization onto *Xenopus laevis* 2.0 GeneChip 3’expression arrays. Three biological replicates were carried out for Gam1 and H_2_O injected samples at each time point utilizing a total of 18 microarray chips. Analysis of the microarray chips was carried out with the Affymetrix GeneChip System. Affymetrix .cel files were analyzed using the Bioconductor software package (http://www.bioconductor.org/). The mean fluorescence intensity was derived from a log_2_ transformation of the data and normalized using the quantile normalization method. A Student’s t test was used to determine if there was a significant difference between the Gam1 and H_2_O embryo gene expression values. A *p* value less than 0.05 was used as a cut off for differential expression. The fold change, between control and Gam1 samples, for each expression value was also calculated. Gene lists for those genes differentially expressed (*p* < 0.05) were compiled for bioinformatics analysis. Since the *Xenopus laevis* genome is not fully annotated, some probes on the 2.0 chip, which do not have identified names or functions; only annotated genes were used for bioinformatics analysis.

### Microarray data analysis: MetaCore

Gene lists were uploaded to the MetaCore software suite of programs; only annotated genes were used for each analysis and genes were grouped differently depending on the analysis. Genes were grouped into lists based on differential expression at each time point (EG, LG, EN), not-differential expression at each time point (EG, LG, EN), or common expression patterns across all three time points (Cluster 1–8). MetaCore was used to analyze the gene lists for (i) transcription factor networks, (ii) functional enrichment, and (iii) pathway analysis each using an algorithm with specific well-defined instructions for creating the network based on established interactions.

In order to remove the redundancies created by the MetaCore enrichment algorithms, GeneGo IDs identified in the initial analysis were further categorized using GO Term classification software CateGOrizer (v. 3.218). Gene ontologies are hierarchically organized and the CateGOrizer software allows the specific sub-terms to be grouped into their broader categories providing a more accurate enrichment picture.

Pathway maps in MetaCore are created by compiling known biochemical processes or signaling cascades into graphical images. These maps can be used to determine the interconnectedness of uploaded genes in a biological context. Additionally, pathway maps can be used to determine downstream gene targets not present on the microarray. Gene lists were uploaded into MetaCore while pathways relevant to development (heart and nervous system), cell adhesion, cell cycle, cytoskeleton remodeling, and epithelial to mesenchymal transition were manually searched for any matching genes. Pathways containing differentially regulated genes were analyzed further for their connection to the observed developmental phenotypes.

### Identification of SUMO consensus sequences and SIMs

Potential sites of SUMOylation and SUMO interaction motifs (SIM) were identifed using GPS–SUMO (http://sumosp.biocuckoo.org/) using the low threshold setting for the former. *X. laevis* reference sequences were accessed through XenBase (http://www.xenbase.org).

### Real time polymerase chain reaction

RNA samples (4 μg) were mixed with random hexamers (Promega, #C118A) and heated at 70 °C for 5 min. Samples were then placed on ice for at least 5 min. Reverse transcription reactions containing 1 uL GoScript reverse transcriptase (Promega, #A501C) in a final volume of 20 uL were placed in a thermal cycler with program sequence: 25 °C for 10 min, 42 °C for 50 min, 70 °C for 15 min. Dilution calculations of the reverse transcription (RT) reaction were based on a proportional amount of cDNA being created from the total RNA added to the reaction thereby producing a solution with a cDNA concentration of 200 ng/uL. RT samples were diluted with H_2_O to give a final cDNA concentration of 5 ng/uL. An aliquot of 50 uL of cDNA was mixed with an additional 200 uL of H_2_O to give a final working concentration of 1 ng/uL which was used in SYBR green PCR reactions. An additional 50 uL aliquot of each 5 μg/uL RT sample was taken in order to make standard curve dilutions for testing primer efficiency. A four point standard curve was created with 10 fold dilutions from the 5 ng/uL cDNA arbitrarily termed: 1000 (undiluted), 100, 10, and 1. A standard curve was generated for each primer pair in order to test the primer efficiency. A master mix containing 25 uM of both forward and reverse primers and 12.5 uL SYBR Green Master Mix (Applied Biosystems, #4309155) was prepared for each sample. The master mix (15 uL) and cDNA (10 ul) was added to each well of a 96 well plate. Samples were run with the following program parameters: 50 °C for 2 min, 95 °C for 15 min, 95 °C for 15 s, 60 °C for 30 s, 72 °C for 30 s (last three steps repeated for 45 cycles), 95 °C for 15 s, 60 °C for 1 min, ramping temperature for 20 min, 95 °C for 15 s. The ramping temperature function was used to produce melt curves for calculation of primer efficiency.

## Additional files

Additional file 1: **Figure S1.** Heatmap showing the hierarchical clustering of all differentially expressed genes (DEGs) identified from comparisons between control (water injected) and Gam1 injected embryos at the three developmental stages (early gastrula, late gastrula, and early neurula, respectively). Numbers refer to the individual biological triplicates.

Additional file 2: **Table S1.** Gene expression data matrix associated with the heatmap as shown in Additional file 1: **Figure S1.** Genes and expression values in the matrix are listed in the same order as they appear in heatmap.

Additional file 3: **Figure S2.** Comparison of microarray data with measurement by qRT-PCR. The fold change between Gam1 and control embryos for the indicated gene as measured by microarray and qRT-PCR are compared with each pair of bars corresponding to early gastrula, late gastrula, and early neurula, respectively. Asterisks indicate samples in which the RNA level was too low to measure by qRT-PCR.

Additional file 4: **Figure S3.** Volcano plots of differentially expressed genes between Gam1 and control embryos. Fold change (log_2_) is plotted versus statistical significance at (A) early gastrula, (B) late gastrula, and (C) early neurula. Significance values of *p* < 0.05 (black line) indicates the cut off for accepted differential expression.

Additional file 5: **Table S2.** Gene Lists Constituting the Biological Processes Most Affected by Loss of SUMOylation Activity.

Additional file 6: **Table S3.** Biological Processes Associated with Transcription Factors Identified in Network Building.

Additional file 7: **Table S4.** SUMO Targets Sites and SUMO Interaction Motifs (SIM) in Top Transcription Factors from Network Building.

## Abbreviations

Dvl: Dishevelled
GO: Gene ontology
MBT: Midblastula transition
PCP: Planar cell polarity
SIM: SUMO interaction motif

# Supplementary material for: A deficiency in SUMOylation activity disrupts multiple pathways leading to neural tube and heart defects in Xenopus embryos
**Source:** BMC Genomics. 2019 May 17;20:386. doi: 10.1186/s12864-019-5773-3
**Supplement:** Supplementary file 3 — Figure S2. Comparison of microarray data with measurement by qRT-PCR. The fold change between Gam1 and control embryos for the indicated gene as measured by microarray and qRT-PCR are compared with each pair of bars corresponding to early gastrula, late gastrula, and early neurula, respectively. Asterisks indicate samples in which the RNA level was too low to measure by qRT-PCR.

Table S3. Biological Processes Associated with Transcription Factors Identified in Network Building

**(Early Gastula)** Transcription factors highly associated with differentially expressed genes.

| Transcription Factor | Gene Ontology Processes | Number of Genes |
| --- | --- | --- |
| SP1 | camera‑type eye development (31.2%), eye development (31.2%), sensory organ development (31.2%), embryo development (37.5%), positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (37.5%) | 15 |
| HNF4‑alpha | positive regulation of dendrite morphogenesis (13.3%), negative regulation of signaling pathway (26.7%), negative regulation of cellular process (53.3%), negative regulation of microtubule polymerization or depolymerization (13.3%), negative regulation of cell communication (26.7%) | 14 |
| c‑Myc | cell cycle process (42.9%), negative regulation of transcription, DNA‑dependent (35.7%), negative regulation of RNA metabolic process (35.7%), cell cycle (42.9%), detection of mechanical stimulus involved in sensory perception of sound (14.3%) | 13 |
| p53 | negative regulation of transcription from RNA polymerase II promoter (40.0%), negative regulation of transcription, DNA‑dependent (40.0%), negative regulation of RNA metabolic process (40.0%), negative regulation of transforming growth factor beta receptor signaling pathway (20.0%), cellular monovalent inorganic cation homeostasis (20.0%) | 9 |
| Oct‑3/4 | cell fate specification (37.5%), positive regulation of neurogenesis (37.5%), regulation of multicellular organismal development (62.5%), positive regulation of dendrite morphogenesis (25.0%), positive regulation of cell development (37.5%) | 7 |
| STAT3 | generation of neurons (71.4%), neurogenesis (71.4%), negative regulation of transcription from RNA polymerase II promoter (57.1%), negative regulation of transcription, DNA‑dependent (57.1%), negative regulation of RNA metabolic process (57.1%) | 6 |
| CREB1 | regulation of apoptosis (71.4%), regulation of programmed cell death (71.4%), regulation of cell death (71.4%), negative regulation of apoptosis (57.1%), negative regulation of programmed cell death (57.1%) | 6 |
| YY1 | negative regulation of transcription from RNA polymerase II promoter (66.7%), negative regulation of transcription, DNA‑dependent (66.7%), negative regulation of RNA metabolic process (66.7%), negative regulation of transcription (66.7%), negative regulation of gene expression (66.7%) | 5 |
| HNF1‑alpha | carbohydrate homeostasis (40.0%), glucose homeostasis (40.0%), negative regulation of chemokine production (20.0%), response to glucose stimulus (40.0%), response to hexose stimulus (40.0%) | 4 |
| Sry | positive regulation of transcription from RNA polymerase II promoter (80.0%), positive regulation of transcription, DNA‑dependent (80.0%), positive regulation of RNA metabolic process (80.0%), cell fate commitment (60.0%), regulation of transcription, DNA‑dependent (100.0%) | 4 |
| FKHR | regulation of molecular function (100.0%), regulation of MAPKKK cascade (60.0%), negative regulation of MAPKKK cascade (40.0%), negative regulation of biological process (100.0%), regulation of apoptosis (80.0%) | 4 |
| SRF | positive regulation of cell projection organization (60.0%), positive regulation of filopodium assembly (40.0%), regulation of filopodium assembly (40.0%), regulation of protein complex assembly (60.0%), positive regulation of dendrite morphogenesis (40.0%) | 4 |
| NANOG | somatic stem cell maintenance (40.0%), stem cell maintenance (40.0%), stem cell development (40.0%), negative regulation of transcription from RNA polymerase II promoter (60.0%), stem cell differentiation (40.0%) | 4 |
| E2F1 | response to growth factor stimulus (40.0%), nerve growth factor production (20.0%), DNA replication involved in S phase (20.0%), neurotrophin production (20.0%), zygotic determination of anterior/posterior axis, embryo (20.0%) | 4 |
| ETS1 | regulation of multicellular organismal development (80.0%), negative regulation of cellular process (100.0%), negative regulation of biological process (100.0%), regulation of BMP signaling pathway (40.0%), regulation of developmental process (80.0%) | 4 |
| EGR1 | learning or memory (60.0%), cognition (60.0%), cell differentiation (100.0%), cellular developmental process (100.0%), behavior (60.0%) | 4 |
| HIF1A | elastin metabolic process (20.0%), epithelial tube morphogenesis (40.0%), regulation of transcription from RNA polymerase II promoter (60.0%), positive regulation of macromolecule biosynthetic process (60.0%), connective tissue replacement involved in inflammatory response wound healing (20.0%) | 4 |
| AP‑2 | cellular lipid catabolic process (50.0%), neuropore closure (25.0%), anterior neuropore closure (25.0%), diacylglycerol catabolic process (25.0%), lipid catabolic process (50.0%) | 3 |
| ATF‑6 alpha | retina development in camera‑type eye (50.0%), positive regulation of gene‑specific transcription involved in unfolded protein response (25.0%), positive regulation of transcription, DNA‑dependent (75.0%), positive regulation of RNA metabolic process (75.0%), positive regulation of transcription (75.0%) | 3 |
| RelA (p65 NF‑kB subunit) | negative regulation of microtubule polymerization or depolymerization (50.0%), regulation of microtubule polymerization or depolymerization (50.0%), regulation of microtubule cytoskeleton organization (50.0%), regulation of microtubule‑based process (50.0%), negative regulation of cytoskeleton organization (50.0%) | 3 |
| C/EBPalpha | response to chemical stimulus (100.0%), response to vitamin B2 (25.0%), glucocorticoid mediated signaling pathway (25.0%), diacylglycerol catabolic process (25.0%), regulation of developmental process (75.0%) | 3 |
| ER81 | response to growth factor stimulus (50.0%), cell differentiation (100.0%), cellular developmental process (100.0%), positive regulation of transcription (75.0%), response to mechanical stimulus (50.0%) | 3 |
| HSF1 | snRNP protein import into nucleus (25.0%), rRNA modification (25.0%), embryonic process involved in female pregnancy (25.0%), regulation of microtubule depolymerization (25.0%), negative regulation of microtubule depolymerization (25.0%) | 3 |
| ESR1 (nuclear) | ovarian follicle development (50.0%), female gonad development (50.0%), development of primary female sexual characteristics (50.0%), ovulation cycle process (50.0%), female sex differentiation (50.0%) | 3 |
| USF2 | cellular lipid catabolic process (50.0%), lipid metabolic process (75.0%), positive regulation of transcription from RNA polymerase II promoter by carbon catabolites (25.0%), positive regulation of transcription by carbon catabolites (25.0%), regulation of transcription from RNA polymerase II promoter by carbon catabolites (25.0%) | 3 |
| AP‑1 | cellular response to reactive oxygen species (50.0%), cellular response to oxidative stress (50.0%), response to reactive oxygen species (50.0%), nerve growth factor production (25.0%), neurotrophin production (25.0%) | 3 |
| Androgen receptor | steroid hormone mediated signaling pathway (50.0%), chordate embryonic development (75.0%), embryo development ending in birth or egg hatching (75.0%), male somatic sex determination (25.0%), activation of prostate induction by androgen receptor signaling pathway (25.0%) | 3 |
| MYOD | myoblast cell fate determination (25.0%), positive regulation of skeletal muscle tissue regeneration (25.0%), regulation of skeletal muscle tissue regeneration (25.0%), muscle organ development (50.0%), myoblast cell fate commitment (25.0%) | 3 |
| FOXO3A | initiation of primordial ovarian follicle growth (25.0%), cellular response to chemical stimulus (75.0%), cellular response to stress (75.0%), cellular response to insulin stimulus (50.0%), cellular response to peptide hormone stimulus (50.0%) | 3 |
| AP‑2A | regulation of ossification (50.0%), nerve growth factor production (25.0%), detection of mechanical stimulus involved in equilibrioception (25.0%), neurotrophin production (25.0%), zygotic determination of anterior/posterior axis, embryo (25.0%) | 3 |

**(Early Gastula)** Transcription factors highly associated with unaffected genes.

| Transcription Factor | Gene Ontology Processes | Number of Genes |
| --- | --- | --- |
| HNF4‑alpha | cellular metabolic process (62.6%), metabolic process (68.7%), cellular process (81.2%), primary metabolic process (59.8%), cellular macromolecule metabolic process (47.0%) | 1372 |
| SP1 | cellular process (90.6%), cellular metabolic process (68.1%), metabolic process (75.0%), primary metabolic process (67.2%), developmental process (46.2%) | 1082 |
| c‑Myc | cellular metabolic process (69.4%), cellular process (88.3%), primary metabolic process (67.9%), metabolic process (73.9%), cellular macromolecule metabolic process (52.9%) | 1033 |
| p53 | cellular process (90.7%), negative regulation of cellular process (35.9%), negative regulation of biological process (36.5%), positive regulation of cellular process (36.7%), regulation of cell cycle (17.0%) | 486 |
| ESR1 (nuclear) | cellular process (82.5%), positive regulation of biological process (33.5%), cellular metabolic process (60.0%), primary metabolic process (59.6%), response to organic substance (21.9%) | 479 |
| CREB1 | cellular process (89.5%), response to organic substance (28.4%), negative regulation of cellular process (34.4%), negative regulation of biological process (35.9%), cellular metabolic process (65.6%) | 467 |
| AP‑1 | response to organic substance (32.7%), cellular process (90.4%), response to chemical stimulus (42.8%), response to endogenous stimulus (23.7%), response to stimulus (54.5%) | 378 |
| NF‑Y | cellular response to stimulus (28.6%), cell cycle (23.1%), cellular process (87.0%), developmental process (46.8%), primary metabolic process (66.6%) | 310 |
| E2F1 | DNA metabolic process (23.3%), cell cycle (26.8%), DNA replication (14.5%), cellular macromolecule metabolic process (62.5%), cellular metabolic process (73.2%) | 342 |
| NF‑kB | response to organic substance (34.5%), regulation of programmed cell death (29.1%), regulation of cell death (29.1%), regulation of apoptosis (28.4%), positive regulation of biological process (44.7%) | 314 |
| AP‑2 | response to organic substance (31.5%), response to chemical stimulus (42.0%), primary metabolic process (70.8%), cellular process (89.2%), cellular metabolic process (69.2%) | 306 |
| YY1 | translational elongation (15.7%), cellular metabolic process (76.3%), cellular process (91.7%), metabolic process (79.7%), cellular biosynthetic process (50.3%) | 303 |
| EGR1 | anatomical structure development (50.0%), developmental process (54.7%), cellular process (91.9%), response to organic substance (33.4%), multicellular organismal development (50.0%) | 300 |
| GATA‑1 | positive regulation of biological process (45.5%), positive regulation of cellular process (43.0%), developmental process (52.7%), negative regulation of cellular process (38.4%), negative regulation of biological process (40.1%) | 283 |
| Elk‑1 | cellular protein metabolic process (37.9%), cellular metabolic process (69.2%), cellular macromolecule metabolic process (57.9%), primary metabolic process (68.7%), protein metabolic process (40.2%) | 214 |
| ETS1 | macromolecule metabolic process (68.4%), positive regulation of macromolecule metabolic process (33.6%), positive regulation of cellular metabolic process (34.0%), positive regulation of metabolic process (34.8%), primary metabolic process (76.1%) | 250 |
| Androgen receptor | cellular process (90.6%), positive regulation of macromolecule metabolic process (26.4%), positive regulation of biological process (39.4%), regulation of cell cycle (17.3%), positive regulation of cellular process (36.6%) | 258 |
| HIF1A | positive regulation of cellular process (47.2%), positive regulation of biological process (48.1%), cellular process (93.1%), positive regulation of metabolic process (34.3%), positive regulation of cellular metabolic process (33.5%) | 236 |
| C/EBPbeta | response to organic substance (40.9%), response to chemical stimulus (48.5%), positive regulation of biological process (48.9%), positive regulation of cellular process (46.0%), developmental process (55.7%) | 235 |
| Oct‑3/4 | negative regulation of gene expression (30.0%), regulation of transcription (52.7%), regulation of cellular macromolecule biosynthetic process (54.9%), regulation of gene expression (55.7%), regulation of transcription, DNA‑dependent (44.3%) | 236 |
| c‑Jun | response to organic substance (36.1%), developmental process (57.0%), positive regulation of biological process (48.3%), positive regulation of cellular process (45.7%), cellular process (93.0%) | 233 |
| E2F4 | cell cycle (33.6%), DNA metabolic process (26.5%), DNA replication (18.1%), regulation of cell cycle (26.1%), cellular process (95.1%) | 229 |
| RelA (p65 NF‑kB subunit) | positive regulation of biological process (51.8%), positive regulation of cellular process (48.2%), response to organic substance (36.0%), response to chemical stimulus (45.0%), negative regulation of biological process (42.8%) | 224 |
| SP3 | developmental process (60.5%), anatomical structure development (55.6%), multicellular organismal development (55.6%), organ development (43.9%), response to organic substance (36.6%) | 206 |
| GCR‑alpha | cellular process (93.2%), positive regulation of biological process (46.3%), negative regulation of cellular process (40.0%), response to organic substance (32.2%), negative regulation of biological process (41.0%) | 205 |
| HNF6 | cellular metabolic process (73.7%), metabolic process (79.0%), positive regulation of macromolecule metabolic process (29.8%), positive regulation of cellular metabolic process (30.2%), primary metabolic process (70.7%) | 205 |
| Oct‑1 | positive regulation of biological process (48.7%), developmental process (56.9%), negative regulation of cellular process (43.1%), positive regulation of cellular process (45.7%), negative regulation of biological process (44.2%) | 202 |
| AP‑2A | cellular process (94.5%), developmental process (57.7%), negative regulation of cellular process (42.8%), positive regulation of cellular process (44.8%), positive regulation of biological process (46.8%) | 200 |
| AHR | positive regulation of cellular process (46.6%), positive regulation of biological process (47.6%), positive regulation of gene expression (27.5%), positive regulation of metabolic process (34.4%), positive regulation of nitrogen compound metabolic process (28.0%) | 192 |
| HNF1‑alpha | positive regulation of gene expression (26.7%), positive regulation of transcription from RNA polymerase II promoter (22.0%), positive regulation of transcription (25.7%), cellular metabolic process (73.3%), positive regulation of transcription, DNA‑dependent (23.0%) | 192 |

**(Late Gastula)** Transcription factors highly associated with differentially expressed genes.

| Transcription Factor | Gene Ontology Processes | Number of Genes |
| --- | --- | --- |
| HNF4‑alpha | nucleic acid metabolic process (48.5%), nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (52.5%), nitrogen compound metabolic process (54.5%), cellular metabolic process (72.3%), cellular nitrogen compound metabolic process (53.5%) | 104 |
| SP1 | organ development (54.5%), system development (57.6%), multicellular organismal development (61.6%), anatomical structure development (59.6%), developmental process (61.6%) | 101 |
| c‑Myc | cellular macromolecule biosynthetic process (50.6%), macromolecule biosynthetic process (50.6%), regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (52.8%), negative regulation of transcription (25.8%), negative regulation of transcription, DNA‑dependent (23.6%) | 92 |
| ESR1 (nuclear) | regulation of transcription from RNA polymerase II promoter (42.5%), positive regulation of transcription, DNA‑dependent (37.0%), positive regulation of RNA metabolic process (37.0%), positive regulation of transcription (38.4%), positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (39.7%) | 75 |
| p53 | regulation of transcription from RNA polymerase II promoter (39.1%), positive regulation of gene expression (37.5%), positive regulation of transcription (35.9%), positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (37.5%), positive regulation of transcription, DNA‑dependent (32.8%) | 67 |
| E2F1 | nucleic acid metabolic process (69.0%), positive regulation of macromolecule metabolic process (50.0%), cellular macromolecule metabolic process (82.8%), positive regulation of cellular metabolic process (50.0%), negative regulation of transcription (37.9%) | 60 |
| NF‑Y | organ development (61.4%), regulation of transcription from RNA polymerase II promoter (45.6%), multicellular organismal development (70.2%), positive regulation of transcription, DNA‑dependent (36.8%), system development (63.2%) | 59 |
| Androgen receptor | regulation of transcription from RNA polymerase II promoter (48.2%), positive regulation of transcription, DNA‑dependent (42.9%), positive regulation of gene expression (46.4%), positive regulation of RNA metabolic process (42.9%), positive regulation of transcription (44.6%) | 58 |
| EGR1 | regulation of transcription from RNA polymerase II promoter (51.0%), positive regulation of transcription, DNA‑dependent (43.1%), positive regulation of RNA metabolic process (43.1%), positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (47.1%), positive regulation of macromolecule metabolic process (52.9%) | 54 |
| c‑Jun | regulation of transcription from RNA polymerase II promoter (49.0%), positive regulation of transcription, DNA‑dependent (43.1%), positive regulation of RNA metabolic process (43.1%), positive regulation of transcription from RNA polymerase II promoter (39.2%), positive regulation of gene expression (45.1%) | 53 |
| ETS1 | positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (52.9%), positive regulation of macromolecule metabolic process (58.8%), positive regulation of nitrogen compound metabolic process (52.9%), positive regulation of gene expression (51.0%), positive regulation of macromolecule biosynthetic process (52.9%) | 53 |
| GCR‑alpha | positive regulation of transcription, DNA‑dependent (39.2%), positive regulation of RNA metabolic process (39.2%), positive regulation of transcription (41.2%), regulation of transcription from RNA polymerase II promoter (43.1%), positive regulation of gene expression (41.2%) | 53 |
| YY1 | regulation of transcription from RNA polymerase II promoter (50.0%), negative regulation of transcription, DNA‑dependent (38.0%), positive regulation of metabolic process (54.0%), negative regulation of RNA metabolic process (38.0%), positive regulation of macromolecule metabolic process (52.0%) | 52 |
| Oct‑3/4 | regulation of transcription, DNA‑dependent (69.4%), regulation of RNA metabolic process (69.4%), regulation of transcription from RNA polymerase II promoter (55.1%), positive regulation of transcription, DNA‑dependent (49.0%), positive regulation of RNA metabolic process (49.0%) | 51 |
| RelA (p65 NF‑kB subunit) | regulation of transcription from RNA polymerase II promoter (49.0%), positive regulation of transcription, DNA‑dependent (42.9%), positive regulation of RNA metabolic process (42.9%), negative regulation of transcription, DNA‑dependent (38.8%), negative regulation of RNA metabolic process (38.8%) | 51 |
| Oct‑1 | regulation of transcription from RNA polymerase II promoter (56.2%), positive regulation of transcription, DNA‑dependent (50.0%), positive regulation of RNA metabolic process (50.0%), positive regulation of transcription from RNA polymerase II promoter (45.8%), positive regulation of transcription (50.0%) | 50 |
| SRF | regulation of transcription from RNA polymerase II promoter (58.3%), positive regulation of transcription, DNA‑dependent (50.0%), positive regulation of RNA metabolic process (50.0%), regulation of transcription, DNA‑dependent (68.8%), regulation of RNA metabolic process (68.8%) | 50 |
| HIF1A | regulation of transcription from RNA polymerase II promoter (52.1%), positive regulation of transcription, DNA‑dependent (45.8%), positive regulation of RNA metabolic process (45.8%), positive regulation of transcription from RNA polymerase II promoter (41.7%), positive regulation of macromolecule biosynthetic process (50.0%) | 50 |
| MYOD | regulation of transcription from RNA polymerase II promoter (57.4%), positive regulation of transcription, DNA‑dependent (51.1%), positive regulation of RNA metabolic process (51.1%), positive regulation of transcription from RNA polymerase II promoter (46.8%), regulation of transcription, DNA‑dependent (68.1%) | 49 |
| C/EBPbeta | regulation of transcription from RNA polymerase II promoter (51.1%), positive regulation of transcription, DNA‑dependent (44.7%), positive regulation of RNA metabolic process (44.7%), positive regulation of transcription from RNA polymerase II promoter (40.4%), negative regulation of gene expression (42.6%) | 49 |
| Bcl‑6 | negative regulation of transcription (50.0%), negative regulation of gene expression (50.0%), negative regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (50.0%), negative regulation of cellular macromolecule biosynthetic process (50.0%), negative regulation of nitrogen compound metabolic process (50.0%) | 48 |
| TCF7L2 (TCF4) | negative regulation of transcription (50.0%), regulation of transcription, DNA‑dependent (69.6%), regulation of RNA metabolic process (69.6%), negative regulation of gene expression (50.0%), negative regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (50.0%) | 48 |
| HSF1 | regulation of transcription from RNA polymerase II promoter (58.7%), regulation of transcription, DNA‑dependent (71.7%), regulation of RNA metabolic process (71.7%), positive regulation of transcription, DNA‑dependent (50.0%), positive regulation of RNA metabolic process (50.0%) | 48 |
| HNF6 | regulation of transcription from RNA polymerase II promoter (54.3%), negative regulation of transcription (45.7%), regulation of transcription, DNA‑dependent (65.2%), regulation of RNA metabolic process (65.2%), positive regulation of transcription, DNA‑dependent (45.7%) | 48 |
| E2F4 | nucleic acid metabolic process (75.6%), regulation of transcription from RNA polymerase II promoter (48.9%), nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (75.6%), positive regulation of transcription, DNA‑dependent (40.0%), positive regulation of RNA metabolic process (40.0%) | 47 |
| SMAD3 | positive regulation of transcription, DNA‑dependent (56.8%), positive regulation of RNA metabolic process (56.8%), regulation of transcription from RNA polymerase II promoter (61.4%), positive regulation of transcription (56.8%), regulation of transcription, DNA‑dependent (72.7%) | 47 |
| SOX4 | regulation of transcription from RNA polymerase II promoter (55.6%), regulation of transcription, DNA‑dependent (66.7%), regulation of RNA metabolic process (66.7%), negative regulation of transcription, DNA‑dependent (42.2%), negative regulation of RNA metabolic process (42.2%) | 47 |
| STAT1 | regulation of transcription from RNA polymerase II promoter (47.7%), positive regulation of transcription, DNA‑dependent (40.9%), positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (45.5%), positive regulation of RNA metabolic process (40.9%), positive regulation of nitrogen compound metabolic process (45.5%) | 46 |
| c‑Myb | regulation of transcription from RNA polymerase II promoter (52.3%), positive regulation of transcription, DNA‑dependent (45.5%), positive regulation of RNA metabolic process (45.5%), regulation of transcription, DNA‑dependent (63.6%), regulation of macromolecule metabolic process (79.5%) | 46 |
| SREBP1 (nuclear) | regulation of transcription from RNA polymerase II promoter (48.8%), positive regulation of transcription, DNA‑dependent (41.9%), positive regulation of RNA metabolic process (41.9%), negative regulation of transcription, DNA‑dependent (37.2%), negative regulation of RNA metabolic process (37.2%) | 46 |

**(Later Gastula)** Transcription factors highly associated with unaffected genes.

| Transcription Factor | Gene Ontology Processes | Number of Genes |
| --- | --- | --- |
| HNF4‑alpha | cellular metabolic process (62.3%), metabolic process (68.5%), cellular process (81.4%), primary metabolic process (59.5%), cellular macromolecule metabolic process (46.7%) | 1335 |
| SP1 | cellular process (90.8%), cellular metabolic process (68.3%), metabolic process (75.2%), primary metabolic process (67.2%), developmental process (45.9%) | 1053 |
| c‑Myc | cellular process (88.4%), cellular metabolic process (69.0%), primary metabolic process (67.5%), metabolic process (73.5%), cellular macromolecule metabolic process (52.6%) | 1002 |
| p53 | cellular process (90.8%), positive regulation of cellular process (38.8%), positive regulation of biological process (40.1%), negative regulation of cellular process (35.3%), regulation of cell cycle (17.4%) | 461 |
| ESR1 (nuclear) | cellular process (82.8%), cellular metabolic process (61.1%), primary metabolic process (60.7%), positive regulation of biological process (33.3%), metabolic process (66.5%) | 463 |
| CREB1 | cellular process (89.6%), response to organic substance (27.9%), negative regulation of cellular process (34.4%), negative regulation of biological process (36.1%), cellular metabolic process (65.4%) | 452 |
| AP‑1 | response to organic substance (32.5%), cellular process (90.4%), response to chemical stimulus (42.9%), response to stimulus (54.9%), response to endogenous stimulus (23.5%) | 370 |
| E2F1 | DNA metabolic process (22.9%), cellular process (92.2%), DNA replication (14.5%), cell cycle (26.5%), cellular metabolic process (72.9%) | 335 |
| NF‑Y | cell cycle (23.7%), cellular response to stimulus (28.1%), cellular process (87.3%), regulation of cell cycle (17.4%), cell cycle process (18.7%) | 301 |
| NF‑kB | response to organic substance (35.2%), regulation of programmed cell death (29.6%), regulation of cell death (29.6%), regulation of apoptosis (28.9%), positive regulation of biological process (45.5%) | 302 |
| AP‑2 | cellular process (89.7%), primary metabolic process (70.0%), cellular metabolic process (69.3%), positive regulation of biological process (40.7%), metabolic process (75.3%) | 300 |
| EGR1 | cellular process (92.8%), developmental process (55.2%), anatomical structure development (50.3%), response to organic substance (33.4%), multicellular organismal development (50.3%) | 293 |
| YY1 | translational elongation (15.6%), cellular metabolic process (76.0%), cellular process (91.7%), translation (17.4%), cellular biosynthetic process (50.0%) | 290 |
| GATA‑1 | positive regulation of biological process (44.1%), positive regulation of cellular process (41.5%), developmental process (50.7%), cellular process (89.0%), negative regulation of cellular process (37.1%) | 276 |
| Elk‑1 | cellular metabolic process (70.1%), cellular protein metabolic process (38.4%), cellular macromolecule metabolic process (58.8%), primary metabolic process (69.7%), cellular process (88.2%) | 211 |
| ETS1 | macromolecule metabolic process (69.0%), primary metabolic process (76.7%), positive regulation of cellular process (44.5%), positive regulation of macromolecule metabolic process (32.2%), positive regulation of metabolic process (33.5%) | 248 |
| Androgen receptor | cellular process (90.5%), positive regulation of cellular process (38.9%), positive regulation of biological process (40.9%), developmental process (48.0%), positive regulation of macromolecule metabolic process (26.6%) | 255 |
| HIF1A | positive regulation of cellular process (46.8%), cellular process (93.5%), positive regulation of biological process (48.1%), developmental process (55.8%), positive regulation of metabolic process (33.8%) | 233 |
| C/EBPbeta | response to organic substance (39.1%), response to chemical stimulus (47.4%), positive regulation of biological process (47.8%), positive regulation of cellular process (44.8%), cellular process (91.7%) | 230 |
| E2F4 | cell cycle (34.7%), DNA replication (18.2%), DNA metabolic process (26.2%), regulation of cell cycle (25.8%), cellular process (95.6%) | 228 |
| Oct‑3/4 | regulation of cellular macromolecule biosynthetic process (53.1%), regulation of transcription (50.9%), negative regulation of gene expression (28.1%), regulation of transcription, DNA‑dependent (43.0%), regulation of RNA metabolic process (43.4%) | 227 |
| c‑Jun | developmental process (57.7%), positive regulation of biological process (48.2%), cellular process (93.2%), positive regulation of cellular process (45.5%), anatomical structure development (50.9%) | 222 |
| RelA (p65 NF‑kB subunit) | positive regulation of biological process (51.9%), positive regulation of cellular process (48.6%), response to organic substance (35.5%), negative regulation of biological process (43.5%), regulation of cell death (29.4%) | 216 |
| SP3 | developmental process (60.4%), anatomical structure development (55.4%), multicellular organismal development (55.4%), organ development (43.6%), response to organic substance (36.6%) | 203 |
| SRF | developmental process (57.1%), anatomical structure development (51.6%), anatomical structure morphogenesis (34.8%), positive regulation of cellular process (44.6%), positive regulation of macromolecule metabolic process (32.1%) | 188 |
| AP‑2A | cellular process (94.4%), developmental process (57.6%), negative regulation of cellular process (43.9%), negative regulation of biological process (44.9%), positive regulation of cellular process (44.4%) | 197 |
| HNF6 | cellular metabolic process (73.1%), metabolic process (78.2%), positive regulation of macromolecule metabolic process (29.4%), positive regulation of cellular metabolic process (29.9%), positive regulation of metabolic process (29.9%) | 197 |
| Oct‑1 | positive regulation of biological process (49.5%), positive regulation of cellular process (46.3%), developmental process (56.4%), negative regulation of cellular process (41.5%), primary metabolic process (74.5%) | 195 |
| GCR‑alpha | cellular process (93.8%), positive regulation of biological process (45.6%), negative regulation of cellular process (40.5%), negative regulation of biological process (41.5%), response to organic substance (32.3%) | 195 |
| AHR | positive regulation of cellular process (46.8%), positive regulation of biological process (47.8%), positive regulation of metabolic process (34.4%), positive regulation of gene expression (26.9%), positive regulation of macromolecule metabolic process (32.3%) | 189 |

**(Early Neurula)** Transcription factors highly associated with differentially expressed genes.

| Transcription Factor | Gene Ontology Processes | Number of Genes |
| --- | --- | --- |
| SP1 | cellular process (95.0%), primary metabolic process (70.8%), developmental process (50.0%), metabolic process (76.7%), cellular metabolic process (69.2%) | 119 |
| HNF4‑alpha | cellular process (85.7%), cellular metabolic process (64.3%), primary metabolic process (62.5%), metabolic process (68.8%), cellular macromolecule metabolic process (46.4%) | 114 |
| c‑Myc | cellular process (94.4%), cellular metabolic process (76.6%), primary metabolic process (76.6%), metabolic process (80.4%), cellular macromolecule metabolic process (60.7%) | 106 |
| p53 | cellular process (94.9%), regulation of biological process (83.3%), regulation of cellular process (80.8%), cellular macromolecule metabolic process (65.4%), biological regulation (84.6%) | 77 |
| ESR1 (nuclear) | cellular process (95.7%), cellular metabolic process (73.9%), biological regulation (81.2%), anatomical structure development (47.8%), primary metabolic process (72.5%) | 69 |
| C/EBPbeta | response to stress (49.0%), cellular response to stimulus (39.2%), cellular process (96.1%), regulation of apoptosis (33.3%), positive regulation of transcription, DNA‑dependent (27.5%) | 50 |
| NF‑kB | apoptosis (28.3%), programmed cell death (28.3%), response to reactive oxygen species (15.2%), positive regulation of transcription, DNA‑dependent (26.1%), positive regulation of RNA metabolic process (26.1%) | 45 |
| STAT1 | positive regulation of biological process (53.8%), positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (33.3%), positive regulation of macromolecule metabolic process (38.5%), positive regulation of cellular process (51.3%), positive regulation of nitrogen compound metabolic process (33.3%) | 38 |
| Androgen receptor | cellular process (100.0%), cell death (31.6%), death (31.6%), developmental process (60.5%), anatomical structure development (55.3%) | 37 |
| CREB1 | cellular response to chemical stimulus (23.7%), embryonic organ development (15.8%), primary metabolic process (71.1%), regulation of apoptosis (26.3%), cellular process (89.5%) | 37 |
| HSF1 | regulation of macromolecule metabolic process (70.3%), regulation of gene expression (64.9%), cellular macromolecule metabolic process (78.4%), embryo development (37.8%), gene expression (62.2%) | 36 |
| MYOD | positive regulation of transcription, DNA‑dependent (45.9%), positive regulation of RNA metabolic process (45.9%), regulation of macromolecule metabolic process (78.4%), positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (48.6%), positive regulation of nitrogen compound metabolic process (48.6%) | 36 |
| SRF | regulation of transcription, DNA‑dependent (62.2%), regulation of transcription from RNA polymerase II promoter (48.6%), regulation of RNA metabolic process (62.2%), regulation of transcription (64.9%), positive regulation of transcription, DNA‑dependent (37.8%) | 36 |
| EGR1 | developmental process (67.6%), multicellular organismal development (59.5%), cellular macromolecule metabolic process (70.3%), positive regulation of macromolecule metabolic process (37.8%), cell differentiation (45.9%) | 36 |
| E2F1 | cellular metabolic process (91.9%), cellular macromolecule metabolic process (81.1%), primary metabolic process (89.2%), macromolecule metabolic process (81.1%), metabolic process (91.9%) | 36 |
| AP‑1 | response to chemical stimulus (54.3%), cellular response to chemical stimulus (31.4%), embryo development (31.4%), cellular response to stimulus (37.1%), regulation of monocyte differentiation (8.6%) | 35 |
| RelA (p65 NF‑kB subunit) | cell differentiation (51.4%), cellular developmental process (51.4%), developmental process (65.7%), anatomical structure development (60.0%), positive regulation of DNA replication (14.3%) | 34 |
| C/EBPalpha | regulation of macromolecule metabolic process (72.7%), regulation of metabolic process (78.8%), regulation of transcription, DNA‑dependent (54.5%), regulation of RNA metabolic process (54.5%), positive regulation of transcription, DNA‑dependent (36.4%) | 32 |
| p21 | regulation of transcription (78.8%), regulation of transcription, DNA‑dependent (69.7%), regulation of RNA metabolic process (69.7%), regulation of cellular macromolecule biosynthetic process (78.8%), regulation of macromolecule biosynthetic process (78.8%) | 32 |
| ATF‑2 | macromolecule metabolic process (84.4%), response to hydrogen peroxide (21.9%), positive regulation of apoptosis (34.4%), positive regulation of programmed cell death (34.4%), cellular response to stress (37.5%) | 31 |
| YY1 | cellular metabolic process (93.3%), cellular biosynthetic process (70.0%), cellular macromolecule biosynthetic process (63.3%), biosynthetic process (70.0%), macromolecule biosynthetic process (63.3%) | 29 |
| HIF1A | response to oxygen levels (23.3%), response to hypoxia (20.0%), regulation of transforming growth factor‑beta production (10.0%), positive regulation of myeloid cell differentiation (13.3%), response to stress (46.7%) | 29 |
| p63 | cellular response to stress (36.7%), metabolic process (93.3%), macromolecule metabolic process (80.0%), cellular macromolecule metabolic process (73.3%), response to DNA damage stimulus (26.7%) | 29 |
| SP3 | developmental process (65.5%), cellular process (100.0%), anatomical structure development (58.6%), multicellular organismal development (58.6%), interspecies interaction between organisms (24.1%) | 28 |
| NF‑Y | cellular response to stimulus (44.8%), response to chemical stimulus (55.2%), response to organic substance (41.4%), response to stress (48.3%), protein oligomerization (20.7%) | 28 |
| AP‑4 | positive regulation of transcription, DNA‑dependent (41.4%), positive regulation of RNA metabolic process (41.4%), positive regulation of transcription from RNA polymerase II promoter (37.9%), positive regulation of transcription (41.4%), positive regulation by host of viral transcription (13.8%) | 28 |
| c‑Jun | response to oxidative stress (29.6%), cellular metabolic process (92.6%), response to hydrogen peroxide (22.2%), response to reactive oxygen species (22.2%), metabolic process (92.6%) | 27 |
| GATA‑1 | positive regulation of biological process (65.4%), positive regulation of cellular process (61.5%), regulation of metabolic process (73.1%), regulation of macromolecule metabolic process (65.4%), positive regulation of macromolecule metabolic process (42.3%) | 26 |
| STAT3 | regulation of transcription, DNA‑dependent (59.3%), regulation of RNA metabolic process (59.3%), regulation of transcription from RNA polymerase II promoter (44.4%), cellular macromolecule metabolic process (81.5%), regulation of transcription (63.0%) | 26 |
| Oct‑3/4 | embryo development (60.0%), embryonic morphogenesis (48.0%), organ development (72.0%), anatomical structure morphogenesis (64.0%), tissue development (56.0%) | 24 |

**(Early Neurula)** Transcription factors highly associated with unaffected genes.

| Transcription Factor | Gene Ontology Processes | Number of Genes |
| --- | --- | --- |
| HNF4‑alpha | cellular metabolic process (62.8%), metabolic process (69.0%), cellular process (81.3%), primary metabolic process (59.9%), cellular macromolecule metabolic process (47.3%) | 1313 |
| SP1 | cellular process (90.7%), cellular metabolic process (68.8%), metabolic process (75.6%), primary metabolic process (67.7%), developmental process (46.3%) | 1028 |
| c‑Myc | cellular metabolic process (69.1%), cellular process (87.9%), primary metabolic process (67.5%), metabolic process (73.7%), cellular macromolecule metabolic process (52.7%) | 987 |
| p53 | cellular process (90.8%), negative regulation of cellular process (35.2%), positive regulation of cellular process (37.8%), regulation of cell cycle (17.7%), positive regulation of biological process (38.9%) | 460 |
| ESR1 (nuclear) | cellular process (82.3%), cellular metabolic process (60.9%), positive regulation of biological process (33.8%), primary metabolic process (60.7%), response to organic substance (22.1%) | 455 |
| CREB1 | cellular process (89.5%), response to organic substance (28.1%), negative regulation of cellular process (34.5%), negative regulation of biological process (36.1%), cellular metabolic process (65.5%) | 451 |
| AP‑1 | response to organic substance (33.2%), response to chemical stimulus (43.8%), cellular process (90.3%), response to stimulus (55.7%), response to endogenous stimulus (24.1%) | 365 |
| E2F1 | DNA metabolic process (22.5%), cellular process (91.8%), cellular metabolic process (72.9%), cellular macromolecule metabolic process (62.0%), macromolecule metabolic process (64.7%) | 332 |
| NF‑Y | cell cycle (23.9%), cellular process (87.7%), regulation of cell cycle (17.6%), developmental process (47.2%), cell cycle process (18.6%) | 303 |
| NF‑kB | response to organic substance (34.3%), regulation of programmed cell death (28.6%), positive regulation of biological process (45.1%), regulation of cell death (28.6%), response to chemical stimulus (44.1%) | 298 |
| YY1 | translational elongation (16.2%), cellular metabolic process (77.0%), cellular process (91.4%), cellular biosynthetic process (50.9%), translation (17.5%) | 294 |
| AP‑2 | response to organic substance (31.2%), primary metabolic process (71.2%), response to chemical stimulus (42.1%), cellular metabolic process (70.2%), cellular process (89.0%) | 293 |
| EGR1 | anatomical structure development (50.5%), cellular process (92.3%), developmental process (54.4%), response to organic substance (33.7%), organ development (38.9%) | 289 |
| GATA‑1 | positive regulation of biological process (44.1%), positive regulation of cellular process (41.8%), developmental process (51.7%), negative regulation of cellular process (38.0%), negative regulation of biological process (39.5%) | 266 |
| Elk‑1 | cellular protein metabolic process (38.8%), cellular macromolecule metabolic process (59.7%), cellular metabolic process (69.9%), macromolecule metabolic process (61.7%), protein metabolic process (41.3%) | 206 |
| ETS1 | macromolecule metabolic process (68.6%), positive regulation of macromolecule metabolic process (33.9%), primary metabolic process (76.6%), positive regulation of metabolic process (35.1%), positive regulation of cellular metabolic process (34.3%) | 242 |
| Androgen receptor | cellular process (90.2%), positive regulation of macromolecule metabolic process (26.5%), positive regulation of biological process (39.6%), positive regulation of cellular process (37.1%), cellular metabolic process (66.1%) | 249 |
| Oct‑3/4 | negative regulation of gene expression (29.6%), regulation of transcription (52.4%), regulation of gene expression (55.4%), negative regulation of transcription (27.9%), regulation of cellular macromolecule biosynthetic process (54.1%) | 232 |
| c‑Jun | developmental process (59.3%), positive regulation of biological process (50.2%), organ development (43.4%), positive regulation of cellular process (47.1%), anatomical structure development (52.5%) | 224 |
| E2F4 | cell cycle (34.1%), DNA metabolic process (25.9%), regulation of cell cycle (25.9%), DNA replication (17.3%), cellular process (95.0%) | 223 |
| HIF1A | positive regulation of cellular process (48.4%), positive regulation of biological process (48.9%), positive regulation of metabolic process (35.6%), positive regulation of macromolecule metabolic process (33.8%), cellular process (93.6%) | 222 |
| C/EBPbeta | response to organic substance (41.0%), response to chemical stimulus (49.3%), positive regulation of biological process (49.3%), positive regulation of cellular process (46.5%), developmental process (56.7%) | 217 |
| RelA (p65 NF‑kB subunit) | positive regulation of biological process (51.4%), positive regulation of cellular process (48.1%), response to organic substance (36.3%), negative regulation of biological process (44.3%), negative regulation of cellular process (41.0%) | 214 |
| SP3 | anatomical structure development (55.6%), organ development (45.5%), developmental process (60.1%), response to organic substance (37.4%), multicellular organismal development (55.6%) | 199 |
| GCR‑alpha | cellular process (92.9%), response to organic substance (33.3%), positive regulation of biological process (45.5%), negative regulation of cellular process (39.9%), negative regulation of biological process (41.4%) | 198 |
| HNF6 | cellular metabolic process (73.7%), positive regulation of macromolecule metabolic process (30.8%), positive regulation of cellular metabolic process (31.3%), metabolic process (79.3%), positive regulation of metabolic process (31.3%) | 198 |
| AP‑2A | cellular process (94.9%), developmental process (57.9%), negative regulation of cellular process (43.6%), negative regulation of biological process (44.6%), cellular metabolic process (74.9%) | 194 |
| Oct‑1 | developmental process (57.4%), negative regulation of cellular process (43.6%), negative regulation of biological process (44.7%), positive regulation of biological process (47.3%), response to organic substance (34.0%) | 192 |
| HNF1‑alpha | positive regulation of gene expression (27.4%), positive regulation of transcription from RNA polymerase II promoter (22.6%), positive regulation of transcription (26.3%), positive regulation of transcription, DNA‑dependent (23.7%), positive regulation of RNA metabolic process (23.7%) | 187 |
| SRF | positive regulation of cellular process (47.5%), developmental process (58.0%), positive regulation of macromolecule metabolic process (34.8%), positive regulation of metabolic process (35.9%), regulation of transcription from RNA polymerase II promoter (29.8%) | 185 |

# Supplementary material for: A deficiency in SUMOylation activity disrupts multiple pathways leading to neural tube and heart defects in Xenopus embryos
**Source:** BMC Genomics. 2019 May 17;20:386. doi: 10.1186/s12864-019-5773-3
**Supplement:** Supplementary file 4 — Figure S3. Volcano plots of differentially expressed genes between Gam1 and control embryos. Fold change (log2) is plotted versus statistical significance at (A) early gastrula, (B) late gastrula, and (C) early neurula. Significance values of p < 0.05 (black line) indicates the cut off for accepted differential expression.

Table S4. SUMO Targets Sites and SUMO Interaction Motifs (SIM) in Top Transcription Factors from Network Building.

A question mark indicates that no *X. laevis* sequence for that transcription factor is present in the database. An asterisk indicates that the transcription factor is one of the top thirty which regulate the largest number of differentially expressed genes at that time point. ‡ is present next to transcription factors that were verified as SUMOylation targets through a literature search.

How the deposited data were processed for this re-analysis (not part of the article)

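Expression was measured on Affymetrix X. laevis arrays in embryos injected at the one-cell stage with Gam1 mRNA or with water, at early gastrula, late gastrula and early neurula. Each of the 3 stages had 3 biological replicates per group, 18 arrays in all, and every array was used. Per the methods, the authors read the .cel files with Bioconductor, took log2 values and applied quantile normalization, and the deposited table holds these log2 values. How background was corrected and probes were combined is not given in the sources used here. All arrays have the same median of 7.72 and the same range from 2.07 to 16.13, as quantile normalization gives.

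The table has 23701 probe sets. The 71 Affymetrix controls were left out and 23630 probe sets were tested. Gene symbols came from the platform annotation for 12258 of them, with 2 symbols updated, and from Table S1 for 30 more, so that 12288 probe sets carried 1 symbol and stood for 7556 genes. A further 228 carried several symbols and 11114 none. Table S1 lists 1600 probe sets, of which 781 have a symbol. Its values matched the table, and apart from 4 Affymetrix controls its probe sets are the 1596 with an unadjusted p under 0.05 at early neurula by Student's test. No probe set is named for egr1 or mdm2, so these genes are not analysed here. The probe set that Table S1 names twist2 is annotated twist1.L and was analysed under that name.

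Gam1 and water embryos were compared at each stage with limma 3.58.1 in R 4.3.3, as a linear model with a moderated test that lets the spread follow the signal. The p-values were adjusted over the 23630 probe sets by the Benjamini-Hochberg method at 0.05. All adjusted p-values of single genes in the passages come from limma. Differences of the Gam1 effect between stages were tested as contrasts in a fit of all 18 arrays. The same replicate number in Gam1 and water embryos gave correlated deviations, while different numbers gave correlations between -0.62 and -0.233. The paper ties its biological replicates to different egg clutches, and every pair with the same number moved together, so the numbers pair the arrays. The unpaired test, set before the deposited table was examined, was kept, and pairing was an alternative.

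Gene lists were tested with limma's camera at a preset correlation of 0.01, and again with a correlation estimated from the data. Of the lists, 29 had at least 5 measured genes and were tested, and the p-values were adjusted over these at each stage. A gene with several probe sets was represented by the one with the highest mean. With the estimated correlation 6 calls held, all at late gastrula with an adjusted p of 0.046: mesoderm and organizer, neural crest, retinoic acid signaling, cardiac program, and the study's panels of Fig. 5 and Fig. 6. The lists not taken from the study were written before the deposited table was examined but after the supplementary table had been read. That table holds array values of probe sets that differed at early neurula, so these lists are not independent of the data.

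The genes named are those the paper names, with all their probe sets, and the 10 lower and 10 higher per stage with the smallest unadjusted p among genes with a mean of at least 5 in one group and the same direction in all 3 pairs. The 2 to 4 members with the smallest p of each list described were added. This rule, the comparisons, the lists and the alternatives were set before the deposited table was examined, though after the supplementary table had been read, except for 2. These are the blocked fit over all stages for named genes and the choice of probe set in the comparison with the paper's values.

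Alternatives were pairing by replicate number, a spread shared by all stages, both together, Student's test of the methods, no trend of spread with signal, probe sets with a mean of at least 4 or at least 6, a second quantile normalization, median centring, and leaving out each array or each pair in turn. On simulated data with 200 changed probe sets, the unpaired limma test made 0 false calls. It recovered 26% of changes of 2 on the log2 scale at early gastrula, 33% at late gastrula and 47% at early neurula, while the replicate block within each stage recovered 88%, 54% and 61%, with 4, 3 and 1 false calls. For developmental timing, the Gam1 effect at a stage was correlated over probe sets with the change between the other 2 stages in water embryos, and lists were set against 1000 random lists of genes with a similar normal change, drawn from the 100 nearest. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.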

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

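The split counts of single probe sets, the separate counts of regroupings that part all pairs and the test of a reaction to injected RNA were chosen only after the result was seen.

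Gene groups other than the paper's own panels were lower in Gam1 embryos, though the paper names TGF-β signaling, which includes BMP, and mesodermal genes. Each differed from other genes in camera, with n = 3 per group. The lists share genes with the paper's panels and with each other, such as twist1.L, dll1.L and msx1.L, so their calls are not separate evidence. The neural plate list was lower at late gastrula (adjusted p = 3.34e-15, median log2 change -0.46, 37 of 39 lower) and early neurula (2.09e-08, -0.38, 35 of 39), with adjusted p = 0.062 and 0.186 with an estimated correlation. Neural crest genes were lower at late gastrula (7.11e-08, -0.34, 20 of 21) and early neurula (2.39e-06, -0.45, 18 of 21; adjusted p = 0.166 with an estimated correlation). Surface ectoderm and ciliated cells were lower at late gastrula (6.91e-06, -0.26, 25 of 33) and early neurula (2.27e-07, -0.26, 25 of 33), with adjusted p = 0.121 and 0.141 with an estimated correlation. Retinoic acid signaling was lower at late gastrula (5.18e-11, -0.27, 17 of 19) and early neurula (0.000605, -0.22, 16 of 19; adjusted p = 0.186 with an estimated correlation). Notch signaling was lower at late gastrula (7.46e-05, -0.26, 17 of 22) and early neurula (0.000406, -0.23, 17 of 22), with adjusted p = 0.151 and 0.186 with an estimated correlation. The mesoderm and organizer list was lower at late gastrula (3.37e-06, -0.26, 30 of 45) and early neurula (0.00681, -0.18, 27 of 45; adjusted p = 0.166 with an estimated correlation). BMP signaling was lower at late gastrula (2.57e-09, -0.25, 30 of 33; adjusted p = 0.0747 with an estimated correlation).

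Other calls were lost when single arrays were left out of the unpaired fit, which also leaves a replicate without its partner. BMP signaling at early neurula (adjusted p = 0.0355, 18 of 33 lower; adjusted p = 0.426 with an estimated correlation) had 0.786 without Gam1 replicate 3, 0.0634 without water replicate 1, 0.0966 without water replicate 2 and 0.113 with the replicate block. At early gastrula the calls were mesoderm and organizer (2.25e-05, 37 of 45 lower), BMP signaling (0.000293, 29 of 33), neural crest (0.0213, 18 of 21) and endoderm (0.026, 18 of 20), with adjusted p = 0.322, 0.322, 0.322 and 0.644 with an estimated correlation. Without Gam1 replicate 2 these 4 had 0.611, 0.57, 0.611 and 0.611, without water replicate 1 0.0716, 0.25, 0.127 and 0.349, and without water replicate 3 0.381, 0.351, 0.802 and 0.626. Without Gam1 replicate 1, neural crest had 0.136 and endoderm 0.114. With the replicate block and all arrays these 4 had 2.92e-08, 8.75e-06, 2.69e-05 and 3.5e-07. Ribosomal proteins were slightly lower at late gastrula (5.81e-06, median -0.09, 57 of 66) and early neurula (0.000216, -0.07, 58 of 66), with adjusted p = 0.399 and 0.45 with an estimated correlation. Without water replicate 1 the first was 0.331, and the second was 0.0543 without Gam1 replicate 1 and 0.0827 without water replicate 3. The unfolded protein response was higher at late gastrula (0.00913, 0.09, 18 of 25) and early neurula (0.00994, 0.09, 19 of 25), with adjusted p = 0.196 and 0.228 with an estimated correlation. The first was 0.301 without Gam1 replicate 1 and 0.114 without water replicate 3, and the second 0.0794 without Gam1 replicate 1. Maternal transcripts cleared after the midblastula transition were higher at late gastrula (0.018, 0.14, 23 of 30; adjusted p = 0.4 with an estimated correlation), but 0.0749 without Gam1 replicate 3, 0.391 without water replicate 1 and 0.0922 without water replicate 2. With the replicate block ribosomal proteins had 0.000149 and 7.72e-06, the unfolded protein response 0.0379 and 0.0308, and maternal transcripts 0.0273.

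The Gam1 effect differed between stages for 1 probe set between late and early gastrula, 11 between early neurula and early gastrula and 1 between early neurula and late gastrula (limma; 417, 729 and 191 at an unadjusted p under 0.05). Regrouping the arrays in 100 ways gave a count as large in 58, 16 and 31 of them, with up to 1347, 377 and 689 in another grouping. Most of these keep some replicate pairs together, which raises counts. Among the 9 others that part all pairs at every stage, 2, 1 and 1 were as large, and among the 6 of these without the real split of any stage 1, 0 and 0. These are too few to exclude chance, and part of a real Gam1 effect stays in them.

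Lower patterning genes could reflect slower development, since at late gastrula 75.3% of normally rising probe sets were lower and 68.2% of normally falling ones higher in Gam1 embryos. At early neurula the shares were 66.1% and 51.2%. The Gam1 effect was correlated with the normal change in water embryos by -0.354 at late gastrula and -0.155 at early neurula. Other splits that part all pairs gave sizes up to 0.28 and 0.152. Part of a real Gam1 effect stays in these splits, so they do not measure chance. The early neurula value exceeds theirs by less than its SD of 0.026 over pairs and stays open. At late gastrula the medians of the Hox genes and the neural plate lay at percentile 0 and 0 among random lists with the same normal change. The random genes were matched on the whole change from early gastrula to early neurula, not on when it occurs. Genes that change mostly around late gastrula would differ more under delay, so delay alone is not excluded for these lists. For retinoic acid signaling (percentile 30.3) delay stays open. The same holds at late gastrula for ribosomal proteins (53.5), Fox genes (11.8), the non-canonical Wnt core (8.7) and FGF signaling (8.1). It also holds for the cardiac program (5.2) and canonical Wnt signaling (3.1). Surface ectoderm (2.1), neural crest (1.1), mesoderm and organizer (0.9), Notch (0.6) and BMP signaling (0) lay lower. At early neurula, matched on the early to late gastrula change, Hox genes, neural plate, neural crest and the cardiac program lay at percentile 0. Surface ectoderm (0.7), Notch (1) and Fox genes (1.1) were also low. Mesoderm and organizer (5.1), FGF signaling (8.3), the non-canonical Wnt core (14.9), retinoic acid signaling (15.8), ribosomal proteins (33.8), canonical Wnt signaling (49.5) and BMP signaling (57.1) lay higher. The timing of the change was not matched at this stage either, so delay alone is not excluded. A direct effect of lost SUMOylation was not tested apart from delay.

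The p53 targets were higher at late gastrula (adjusted p = 2.18e-05) and early neurula (0.00191), with adjusted p = 0.0889 and 0.141 with an estimated correlation. Among random lists with the same normal change, the list lay at percentile 100 at late gastrula and 99.3 at early neurula. This argues against delay alone only as far as that change measures it, since the timing of the change was not matched. A reaction to injected RNA cannot be told apart from an effect of Gam1, because control embryos received water. Innate and interferon genes, which such a reaction would raise, were higher at early neurula (0.0423, 11 of 13; adjusted p = 0.183 with an estimated correlation and 0.104 with the replicate block), but 0.164, 0.129, 0.0634, 0.061 and 0.0941 without Gam1 replicate 1, Gam1 replicate 2, water replicate 1, water replicate 2 and water replicate 3. Activation of p53 in embryos without SUMOylation remains a hypothesis that was not tested here. Embryos given an inactive Gam1 mRNA would show whether injected RNA alone raises these genes, but not whether p53 does.

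Each stage allows 10 splits of its 6 arrays, too few for a share under 0.05. At an unadjusted p under 0.05 the real splits called 148, 1038 and 1574 probe sets in limma, and the highest of the others 4577, 3036 and 3024, with 7, 7 and 5 splits as large. Splits that part 1 pair gave these high counts, so the arrays are structured by replicate number. Among the other 3 splits that part all pairs, the highest counts were 84, 108 and 196. After adjustment the real splits called 0, and the highest of the others 0, 0 and 1, with 10, 10 and 10 splits as large. For gene lists the real splits called 10, 22 and 20 and the highest of the others 10, 15 and 17, with 2, 1 and 1 splits as large. Among the other 3 splits that part all pairs the highest list counts were 4, 15 and 17, and among those that part 1 pair 10, 8 and 9. The splits that part all pairs differ from the real one by the swap of 1 pair, so part of a real Gam1 effect stays in them. Their list counts therefore cannot show how many lists camera with the preset correlation calls by chance. With an estimated correlation only 0, 6 and 0 lists were called, so the p-values at the preset correlation are weak evidence here.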

How the results depend on the processing

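No test behind the values of this part was chosen after the result was seen, apart from the blocked fit over all stages for named genes. The limits are 3 arrays per group and the floor of the scale at 2.07, and signals near it carry little information. A second quantile normalization and median centring moved no count beyond 1.5 times. The cause was not tested for the changes below, except that filters test fewer probe sets and leaving out arrays leaves fewer samples.

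Adjusted calls were 0 at each stage in the unpaired limma test (148, 1038 and 1574 at an unadjusted p under 0.05). With the spread shared by all stages they were 49 at late gastrula and 139 at early neurula, and with the replicate block and a spread shared by all stages 38, 909 and 1890 at the 3 stages. The replicate block within each stage called 0, 0 and 0. Student's test called 1 at early gastrula. With a mean of at least 4 the calls were 15 at late gastrula and 32 at early neurula, and with at least 6 they were 11 and 22. Leaving out 1 array gave 0 to 2 at late gastrula (1 without Gam1 replicate 1, 2 without Gam1 replicate 3) and 0 to 7 at early neurula (2 without Gam1 replicate 2, 7 without Gam1 replicate 3).

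Unadjusted counts with the replicate block were 2141, 3381 and 4228 at the 3 stages, and with the block and shared spread 1429, 5664 and 6372. With a mean of at least 4 the early gastrula count was 51, and with at least 6 the counts were 28, 665 and 1039. Leaving out 1 array gave 690 to 1525 at late gastrula and 1037 to 1923 at early neurula, the lowest both without water replicate 1.

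The median size of change at early gastrula, 0.40, was 0.2343 with Student's test and 0.5892 and 0.6619 with a mean of at least 4 and 6. With the replicate block it was 0.2588, and at late gastrula, 0.63, it was 0.4169 with the block and 0.3671 with the block and shared spread. At early neurula, 0.63, it was 0.4122 with the latter. The median replicate correlation of 0.970 was 0.9558 and 0.9502 with a mean of at least 4 and 6.

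Stage differences numbered 1, 11 and 1. With the replicate block they were 45, 231 and 25. With a mean of at least 4 the last 2 were 7 and 0 (72 for the latter at an unadjusted p under 0.05 in limma). Leaving out 1 pair gave 0 to 3 (3 without replicate 1, 0 without replicate 2 and without replicate 3), 2 to 20 (2 without replicate 2, 20 without replicate 3) and 1 to 10 (5 without replicate 1, 10 without replicate 3).

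Lists called in camera numbered 10, 22 and 20. With an estimated correlation they were 0, 6 and 0. Leaving out 1 array gave 1 to 13 at early gastrula (4, 2 and 9 without Gam1 replicates 1, 2 and 3, and 2, 13 and 1 without water replicates 1, 2 and 3). The late gastrula correlation with normal change, -0.354, was -0.391 without the called probe sets.

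Of the named genes' values under the alternatives, 4130 kept direction and side of the threshold and 95 came to pass it. The alternatives that kept all arrays left the log2 change the same or nearly so, so they hardly tested direction. With single arrays left out, 1999 values kept direction and 227 changed sign. None of the named genes was called in the unpaired limma test, so there was no call to lose. Of the lists' values, 744 kept both, 122 lost the call, 37 gained it and 54 uncalled values changed sign.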

Differences from the paper's values

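The choice of probe set in this part, the one with the gene's smallest p in Student's test at that stage, was made after the values had been set beside the paper's. With the probe set of highest mean instead, 28 of the 38 figure values and 5 of the 8 folds of the text matched after rounding. With the rule used, 34 and 8 did.

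The paper gives 94 genes at an unadjusted p under 0.05 at early gastrula, and 56 were found here with limma. The paper's 53 lower and 41 higher genes stand against 30 and 27 probe sets with a symbol. The test of the paper's methods, Student's test, gave 95 genes, with 48 lower and 47 higher probe sets with a symbol, each within 1.5 times the paper's number, which is what closing a gap means here. Among the alternatives set before the deposited table was examined, the spread shared by all stages and leaving out Gam1 replicate 2, Gam1 replicate 3 or water replicate 2 also closed all 3 gaps. No trend closed those of the total and of the higher genes, as did leaving out water replicate 1. The replicate block, the block with shared spread, both filters on the mean, the second quantile normalization, median centring and leaving out Gam1 replicate 1 or water replicate 3 closed none.

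At late gastrula cldn4 is lower in the paper, at about -0.21 in Fig. 6, read by eye, and was 0.195 here by the rule used. No alternative closed this gap, and another probe set of cldn4.L gave -0.213. At early neurula cdc25a is lower in the paper, at about -0.40 in Fig. 7, read by eye, and was -0.148 here for cdc25a.L and 0.244 for cdc25a.S. No alternative closed this gap. For fzd10.S at early neurula the rule gave -0.658, and its other probe set, at -0.738, matches Fig. 5.

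The paper's range of replicate correlations matches the square of Pearson's r here, 0.916 to 0.959, while r itself was 0.957 to 0.980. Directions also differ. Twist is lower at early gastrula in the paper, and twist1.L had a log2 change of 0.17 there, but -1.81 at late gastrula. Xpo1 is among the most increased genes in the paper, and xpo1.S had changes between -0.18 and 0.05 on its 2 probe sets over the stages. Brachyury is lower at the later stages in the paper, and tbxt.L and tbxt.S had changes between -0.04 and 0.26, while tbxt.2.S had -0.67 and -0.60. Apart from direction, foxd1 is named among the changed genes of early gastrula in the paper, where foxd1.L lay at the floor (-0.03), with -2.01 at early neurula. The paper sets the Hox decrease at early neurula, and the 17 Hox genes were lower at late gastrula too.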

Other observations

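Of the tests of this part, the blocked fit over all stages was chosen for named genes only after the result was seen.

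Neural crest, epidermis and retinoic acid genes were among those lower in Gam1 embryos, with n = 3 per group and adjusted p from limma. Ets1.L, a regulator of neural crest migration, had an early neurula log2 change of -0.64 ± 0.14 (adjusted p = 0.389, 0.0227 in the blocked fit over all stages), while tfap2b.L was higher at late gastrula by 2.31 ± 0.58 (adjusted p = 0.782, blocked fit 0.0423). In the epidermis, foxj1.S of ciliated cells had a late gastrula change of -0.71 ± 0.18 (adjusted p = 0.801, blocked fit 0.0432), and at early neurula the secreted lectin gene itln1.L had -0.71 ± 0.17 (adjusted p = 0.443, blocked fit 0.0276) and tfap2c -0.95 ± 0.27 (adjusted p = 0.583, blocked fit 0.0234). The retinoic acid gene cyp26c1.S had -1.01 ± 0.30 at early neurula (adjusted p = 0.606, blocked fit 0.0283), and the Notch ligand gene dll1.L -0.34 ± 0.08 at late gastrula (adjusted p = 0.707).

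The chaperone gene hspa5.S of the unfolded protein response had changes of 0.81 ± 0.23 at late gastrula (adjusted p = 0.888, blocked fit 0.0259) and 0.90 ± 0.29 at early neurula (adjusted p = 0.640, blocked fit 0.0123). The cytokine gene il1b.S, at the floor in water embryos, had an early neurula change of 1.41 ± 0.37 (adjusted p = 0.525, blocked fit 0.0161). Among maternal transcripts dnd1.L, of germ plasm, had 0.89 ± 0.27 at early neurula (adjusted p = 0.605). The list of maternal transcripts was not called at early gastrula or early neurula (adjusted p = 0.955 and 0.353), nor were innate genes at early or late gastrula (0.918 and 0.616).

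Enzymes of the SUMO pathway, 18 genes, were not called at any stage (camera, adjusted p = 0.918, 0.350 and 0.639), and the SUMO protease gene senp1.S had -0.47 ± 0.17 at early neurula (adjusted p = 0.691, blocked fit 0.0359). Endoderm genes were not called at late gastrula (0.0581, 13 of 20 lower; 0.0204 with the replicate block, 0.0126 without Gam1 replicate 1, 0.0161 without Gam1 replicate 2 and 0.00578 without water replicate 1) or early neurula (0.768, with a median of 0.05 and a mean of -0.03). Ribosomal proteins were not called at early gastrula (0.0565), but 0.0126 with the replicate block, and without Gam1 replicate 1, water replicate 1, water replicate 2 and water replicate 3 they had 3.5e-18, 0.00618, 0.00967 and 2.84e-05, lower in the second of these and higher in the others. Retinoic acid and Notch signaling were not called at early gastrula (0.0978 for each), but 0.0434 and 0.0038 with the replicate block, nor was surface ectoderm (0.404), but 0.0126 with the block and 0.0103 without water replicate 2. The unfolded protein response had 0.482 there.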
